# Potential Root Foraging Strategy of Wheat (*Triticum aestivum* L.) for Potassium Heterogeneity

**DOI:** 10.3389/fpls.2018.01755

**Published:** 2018-11-27

**Authors:** Li Ruan, Xiuli Xin, Jiabao Zhang, Bingzi Zhao, Hao Cheng, Congzhi Zhang, Donghao Ma, Lin Chen

**Keywords:** K heterogeneity, root foraging strategy, root morphology, root gene expression, K^+^ flux, O_2_ flux

## Abstract

Potassium (K) distribution is horizontally heterogeneous under the conservation agriculture approach of no-till with strip fertilization. The root foraging strategy of wheat for K heterogeneity is poorly understood. In this study, WinRHIZO, microarray, Non-invasive Micro-test Technology (NMT) and a split-root system were performed to investigate root morphology, gene expression profiling and fluxes of K^+^ and O_2_ under K heterogeneity and homogeneity conditions. The split-root system was performed as follows: C. LK (both compartments had low K), C. NK (both compartments had normal K), Sp. LK (one compartment had low K) and Sp. NK (the other compartment had normal K). The ratio of total root length and root tips in Sp. NK was significantly higher than that in C. NK, while no significant differences were found between Sp. LK and C. LK. Differential expression genes in C. LK vs. C. NK had opposite responses in Sp. LK vs. C. LK and similar responses in Sp. NK vs. C. NK. Low-K responsive genes, such as peroxidases, mitochondrion, transcription factor activity, calcium ion binding, glutathione transferase and cellular respiration genes were found to be up-regulated in Sp. NK. However, methyltransferase activity, protein amino acid phosphorylation, potassium ion transport, and protein kinase activity genes were found to be down-regulated in Sp. LK. The up-regulated gene with function in respiration tended to increase K^+^ uptake through improving O_2_ influx on the root surface in Sp. NK, while the down-regulated genes with functions of K^+^ and O_2_ transport tended to reduce K^+^ uptake on the root surface in Sp. LK. To summarize, wheat roots tended to perform active-foraging strategies in Sp. NK and dormant-foraging strategies in Sp. LK through the following patterns: (1) root development in Sp. NK but not in Sp. LK; (2) low-K responsive genes, such as peroxidases, mitochondrion, transcription factor activity, calcium ion binding and respiration, were up-regulated in Sp. NK but not in Sp. LK; and (3) root K^+^ and O_2_ influxes increased in Sp. NK but not in Sp. LK. Our findings may better explain the optimal root foraging strategy for wheat grown with heterogeneous K distribution in the root zone.

## Introduction

Potassium (K), which accounts for 2–10% of the plant’s total dry weight, is one of the most important macronutrients for crop growth (Leigh and Wyn Jones, 1984; Ma et al., 2012; Ruan et al., 2015). K is heterogeneously distributed in soils under minimum tillage (Jackson and Caldwell, 1993; Richard et al., 2000). As a major conservation agriculture approach, no-till has been adopted on 180 million hectares (Mha), or almost 12.5% of the global arable land area (Kassam et al., 2018).In China, no-till, which is usually combined with strip fertilization, is being increasingly advocated for wheat. Approximately 24% of the wheat crop was planted under the agriculture approach of no-till combined with strip fertilization in China by 2009 (Zhao et al., 2017). No-till combined with strip fertilization increases the horizontal spatial variation of K in soils (e.g., a higher K concentration on the fertilized sides and a lower K concentration on the unfertilized sides). This spatial variation occurs due to the wide-row spacing, the fixed crop rows and the fertilizer bands, the high crop residue concentration on the crop rows, the differences in soil properties in relation to their position in the crop-row, and limited K mobility in dry land soils (Ma et al., 2007; Farmaha et al., 2011, 2012; Fernández et al., 2011, 2015; Williams et al., 2017). In rainfed systems, such as those of wheat growing areas in Northern China, the horizontal spatial variation of K is more noteworthy since soil drying conditions generally occur at the end of the growing season when K and water are in greatest demand by wheat (Fernández et al., 2011; Zhao et al., 2017).

Under heterogeneous K distribution, root systems have foraging behaviors for K (Hodge, 2004; Li et al., 2017). In the dry season, K presents relatively low mobility when drying reduces soil water and increases the diffusion path length of K ions to the root surface (Römheld and Kirkby, 2010; Fernández et al., 2011). Root morphology characteristics (especially the root tips, root surface area and root length) are the criteria for evaluating root abilities of penetrating soil and contacting K when K presents with relatively low mobility (Hassan and Arshad, 2010). Root systems can enhance their length and surface area in the soil K-rich patches and restrict them in K-deficient patches (Fernández et al., 2011; Kellermeier et al., 2013). The underlying molecular mechanisms, which are involved in the root morphological changes in response to K heterogeneity, are mainly dependent on the regulation of genes encoding hormones. These hormone genes mainly include auxin, ethylene and jasmonic acid-related genes (Jung et al., 2009; Liu et al., 2013; Giehl et al., 2014; Gupta et al., 2017; Lee et al., 2017). Root development-related genes are also involved in the root morphological changes in response to K heterogeneity (Giehl and von Wirén, 2014). In addition, other physiological changes, such as the release of nutrient mobilizing root exudates or the expression of nutrient transporters, also provide contributions to root adaptions to K heterogeneity (Gruber et al., 2013; Giehl and von Wirén, 2014; Zhao et al., 2016).

Compared with root foraging strategies for K heterogeneity, root foraging strategies for nitrogen (N) and phosphorus (P) heterogeneity are more abundant. In addition to the regulation of root morphology, root exudates, nutrient transporters, hormone genes and root development-related genes (Shen et al., 2005; Paterson et al., 2006; Guan et al., 2014; Sun et al., 2018), other physiological and molecular changes have also been found to be involved in the root foraging strategy for N and P heterogeneity. Cytoskeleton activation, cell wall modification, arbuscular mycorrhizal fungi and so on are involved in root foraging for N and P heterogeneity (Duan et al., 2015; Trevisan et al., 2015). Various genes, such as genes involved in cell expansion and division, transcription factors, kinases, sugar transportation and utilization, NO_3_^-^ absorption and assimilation, cytokinin biosynthesis and so on, have been proven to be involved in root foraging responses to N and P heterogeneity (Liu et al., 2008; Krouk et al., 2010; Ruffel et al., 2011; Alvarez et al., 2012; Robaglia et al., 2012; Tabata et al., 2014; Shabnam and Iqbal, 2016; Zhou et al., 2017; Haling et al., 2018). However, unlike N and P, K does not convert into other organic compounds in plants. Thus, K^+^ can transport between tissues in plants. K heterogeneity results in the roots of the same plant being exposed to different K conditions. K^+^ in the root exposed to a low-K condition may be supplemented by K^+^ absorbed by a root exposed to a high-K condition. Therefore, root foraging strategies in the presence of K heterogeneity may be quite different from that for N or P. In most cases, the transport of K^+^ between tissues involves active transport, which requires a lot of energy (Szczerba et al., 2009). Aerobic respiration, which provides energy, may play a key role in dealing with K heterogeneity. However, aerobic respiration is rarely considered when studying root forging strategies for K heterogeneity.

Therefore, we proposed that plants could realize the maximum utilization of energy and the optimum state of the root systems through root foraging behaviors under K heterogeneity (Mcnickle et al., 2009). In order to investigate the optimal root foraging strategy of wheat for K heterogeneity, we selected a K efficient wheat genotype “Tongzhou916” as the research object, which has a high K efficiency coefficient, great root development, strong K uptake ability and up-regulation of low-K responsive genes (Ruan et al., 2015). Because using localized fertilization in row crops is a similar phenomenon to the split-root system, we used the split-root system to mimic a heterogeneous soil environment. In this study, root parameters, gene expression profiling and root fluxes of net K^+^ and O_2_ were analyzed by WinRHIZO, Affymetrix GeneChip and NMT, respectively. The results in this study will give us a basis to better understand the optimal root foraging strategy for K heterogeneity in the root zone of wheat.

## Materials and Methods

### Plant Materials and Split-Root System

According to a previous study, Tongzhou916 has the highest K efficiency coefficient among 50 representative wheat varieties. In addition, its great root development, strong K uptake ability and the up-regulation of low-K responsive genes make a great contribution to the low-K tolerance of Tongzhou916 (Ruan et al., 2015). Therefore, “Tongzhou916” was selected as a low-K^+^ tolerant wheat genotype and used as the test object in this research. The hydroponics test of the wheat was carried out in an artificial climate box. The specific environmental parameters are shown below: (1) the day and night time were 16 and 8 h, respectively; (2) the day and night temperature were 25 and 18°C, respectively; (3) the illumination intensity was 30000 lux in the day; (4) the atmospheric humidity was 70%.

In order to simulate heterogeneous soil K availability, we used a split-root system. Two separated physical spaces, in which different K supplies could be provided, were created in this split-root system. During the split-root experiment, we selected wheat seedlings with the same growth of roots and shoots. Then, the wheat roots were planted on two separated physical spaces uniformly. Each separated physical space contained the same root tip number and root length at the beginning of the experiment. Three different K environments were provided as follows (Ruffel et al., 2011): (1) a homogeneous K-deprived condition (C. LK: both compartments had low K), (2) a homogeneous K-replete condition (C. NK: both compartments had a normal K), and (3) a heterogeneous split condition (Sp. LK/Sp. NK: one compartment had low K, and the other had normal K). The nutrition solution was (mmol L^-1^): NH_4_NO_3_ 1.0, Ca(NO_3_)_2_⋅4H_2_O 1.0, NaH_2_PO_4_ 0.25, MgSO_4_⋅H_2_O 1.0, CaCl_2_ 1.5, Fe-EDTA 0.1, ZnSO_4_⋅7H_2_O 1.0 × 10^-3^, (NH_4_)_6_ Mo_7_O_24_⋅4H_2_O 5.0 × 10^-5^, MnSO_4_⋅H_2_O 1.0 × 10^-3^, CuSO_4_⋅5H_2_O 5.0 × 10^-4^, and H_3_BO_4_ 1.0 × 10^-3^. The normal K treatment contained 1.0 mmol L^-1^ K_2_SO_4_, while the low K treatment contained 0.005 mmol L^-1^ K_2_SO_4_. All of the treatments had a pH of 6.5. The nutrient solution was changed once a day. The nutrient solution was supplied 12 h O_2_/d by pumps.

In the first experiment, to analyze the shoot dry weight, K biological utilization and root development, seedlings were transferred to the split-root system for 4 weeks. Then, the seedlings were harvested, and we investigated the phenotypes, shoot dry weights, K contents and root parameters. In the second experiment, for the investigation of the molecular basis of the wheat root responses to heterogeneous vs. homogeneous K environments, 3-week-old seedlings, which were first planted in normal K solutions, were transplanted to the above split-root system for 5 days. Then, the wheat roots on each side were collected. The harvested roots were put into liquid N quickly to prepare them for subsequent RNA isolation. The split-root system contained four treatments as follows: (1) a homogeneous K-deprived condition (C. LK: both compartments had 0.005 mmol L^-1^ K_2_SO_4_), (2) a homogeneous K-replete condition (C. NK: both compartments had 1.0 mmol L^-1^ K_2_SO_4_), (3) a heterogeneous split condition (Sp. LK/Sp. NK: one compartment had 0.005 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_), and (4) another heterogeneous split condition (Sp_0_. MK/Sp_0_. NK: one compartment had 0.5 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_).

### Root Parameters, Biomass and K^+^ Content Measurement

An optical scanner (Epson, Japan) was used to scan the whole roots. WinRHIZO was performed to analyze the root parameters. In order to eliminate the influence of light and temperature in the day and night, we took samples at two time points during the day and night. We harvested the roots and shoots of the test plants separately. Then, the harvested roots and shoots were dried in an oven at a temperature of 80°C for 48 h. After drying, the dry weight of the shoots and roots was obtained. The plant K^+^ content was measured after digesting the material with a mixture of H_2_O_2_ and H_2_SO_4_ (Mills and Jones, 1996) followed by flame photometer to measure the K^+^ content of the digested solution. For the plant biomass and K^+^ concentration measurement experiments, three biological replications were performed (each replicate included 20 individual plants). The formula of the K biological utilization is shown below:

K biological utilization = dry weight of shoot/K concentration of shoot (1).

### Microarray Analysis

With the help of the Shanghai Biotechnology Corporation, the microarray analysis was performed successfully. Three biological replicates (each replicate included 20 individual plants) were carried out in this experiment. According to the instructions of the manufacturer, we extracted the total RNA by using TRIzol reagent (Cat#15596-018, Life Technologies, Carlsbad, CA, United States). With the help of Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, United States), we checked the integrity of the RNA by determining its RIN number. We purified the total RNA by using an RNeasy micro kit (Cat#74004, QIAGEN, GmBH, Germany) and RNase-Free DNase Set (Cat#79254, QIAGEN, GmBH, Germany) (Ruan et al., 2015).

According to the instructions of the manufacturer, we amplified, labeled and purified the total RNA through the use of the GeneChip 3^′^IVT Express Kit (Cat#901229, Affymetrix, Santa Clara, CA, United States) in order to obtain biotin labeled cRNA (Wu et al., 2013). According to the instructions of the manufacturer, we performed array hybridization and washing by carrying out GeneChip^®^ Hybridization, Wash and Stain Kit (Cat#900720, Affymetrix, Santa Clara, CA, United States) in a Hybridization Oven 645 (Cat#00-0331-220V, Affymetrix, Santa Clara, CA, United States) and Fluidics Station 450 (Cat#00-0079, Affymetrix, Santa Clara, CA, United States). We scanned the slides by using a GeneChip^®^ Scanner 3000 (Cat#00-00212, Affymetrix, Santa Clara, CA, United States) and Command Console Software 3.1 (Affymetrix, Santa Clara, CA, United States) with default settings (Zeng et al., 2014; Zhu et al., 2016).

### Determination of the Flux Rates of K^+^ and O_2_ on the Wheat Root Surfaces

In order to determine the K^+^ and O_2_ net flux rates on the wheat root surfaces, wheat roots were cut off from the whole root system of each plant. Before detection, we transferred the wheat roots to a Petri dish that contained 10 mL of testing solution. After 10 min of incubation to allow them to adapt and reduce any instability induced by environmental changes, the wheat roots were used for measurements. During the detection stage, we transferred the balanced roots to a new Petri dish that contained a fresh testing solution. K^+^ flux and O_2_ influx were determined by utilizing NMT (Non-invasive Micro-test System, BIO-001A; Younger USA LLC., Amherst, MA, United States). Six repeats were set for each test treatment. The net K^+^ flux rates along the root axis (from 0 to 250 mm) were measured to determine the maximal net K^+^ influx areas along the root axis (Supplementary Figure S1). In the areas of 7 cm to 10 cm from the root apex, we found that the K^+^ net flux rate reached the peak value. Therefore, the areas between 7 and 10 cm from the root apex were selected as the measurement site. The determining time for each tested root was 10 min. The measurement details of ion flux, such as the NMT system and the related applications, have been reported in previous research (Zheng et al., 2012; Ruan et al., 2016; Zhang et al., 2016).

### Quantitative Real-Time PCR (qRT-PCR) Analysis

To verify the reliability of our microarray, Quantitative Real-time PCR (qRT-PCR) was performed. The testing roots for qRT-PCR were the part of the roots used for the microarray experiment. The total RNA extractions of root samples were performed by using the method for the TRIZOL reagent (Cat#15596-018, Life technologies, Carlsbad, CA, United States). The endogenous control used in this experiment was the actin gene of *Triticum aestivum* L. According to the instructions of the manufacturer, we synthesized first-strand cDNA by using the extracted total RNA with a cDNA synthesis Kit (Promega, United States). Three biological replicates (each replicate included 20 individual plants) were carried out in this experiment. A 20 μL reaction system, which contained 10, 6, 2, 1, and 1 μL of 2X-RT mix, nuclease-free water, template (0.2 μM), forward primer and reverse primer, was used to carry out the experiment of qRT-PCR. In the experiment of the qRT-PCR, the software of Primer 5 and DNAMAN were used to design the PCR primers (Supplementary Table S1). At least three technical duplications were performed for each PCR experiment. The relative expression of the chosen genes was calculated through the relative quantitative method of ΔΔ*C*T (Revel et al., 2002; Ruan et al., 2015).

### Statistical Analysis

The data of the microarray were normalized through the utilization of the software of MAS 5.0 algorithm, Gene Spring Software 11.0 (Agilent technologies, Santa Clara, CA, United States). We only selected the genes that showed significant differences (*P* < 0.05 and fold-change > 1.5) as further research objects. The data analysis was carried out with the help of SBC Analysis System^1^. The functional annotation was performed with the help of AgriGO online service^2^. For figure drawing, OriginPro 8.1 (Origin Inc., Chicago, IL, United States) was used. The significance of the group differences was calculated by using ANOVA and *t*-tests. Microsoft Excel (Microsoft Corporation, United States) and SPSS 18 (SPSS Inc., Chicago, IL, United States) were performed for the data statistical analysis.

## Results

### Wheat Growth State Under the Split-Root System

In order to simulate heterogeneous soil K distribution, we used a split-root system in the current research. Two separated physical spaces, in which different K supplies could be provided, were created in this split-root system. To study the potassium (K) foraging behavior of wheat roots, we designed three treatments (Figure 1A). The phenotypic differences were significant between all of the treatments (Figure 1B). Significant differences in shoot dry weight and K biological utilization were found among all of the treatments (Figures 1C,D). Shoot dry weight and K biological utilization were ranked as follows: C. NK > Sp. LK/Sp. NK > C. LK. Shoot dry weight and K biological utilization in the treatment of Sp. LK/Sp. NK were 64.6 and 70.8% of values for C. NK, respectively. In addition, there were significant differences in root development among any of the treatments (Figures 1E–H). The root system grew uniformly in homogeneous K environments (C. LK and C. NK) and non-uniformly in a heterogeneous split environment (Sp. LK/Sp. NK). The total root length, total root surface area and root tips in C. LK were 46.6, 38.0, and 51.8% of those in C. NK (Figures 1E–G). The total root length, total root surface area and root tips in Sp. NK were 85.9, 71.1, and 68.8% of those in C. NK (Figures 1E–G). The ratio of total root length and root tips in Sp. NK was significantly higher than that in C. NK (Figure 1H). No significant differences were found in root development between Sp. LK and C. LK (Figures 1E–H). The total root length, total root surface area and root tips in Sp. NK were more than half of those in C. NK (Figures 1E–G). The ratio of total root length and root tips in Sp. NK was significantly higher than that in C. NK (Figure 1H). In addition, we compared two types of K heterogeneity as follows: (a) Sp_0_. MK/Sp_0_. NK: one compartment had 0.5 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_; (b) Sp. LK/Sp. NK: one compartment had 0.005 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_. The results showed that the total root length, total root surface area and root tips in Sp. NK were significantly higher than those in Sp_0_. NK (Supplementary Table S2). The ratio of total root length and root tips in Sp. NK was also significantly higher than that in Sp_0_. NK (Supplementary Table S2).

**FIGURE 1:**
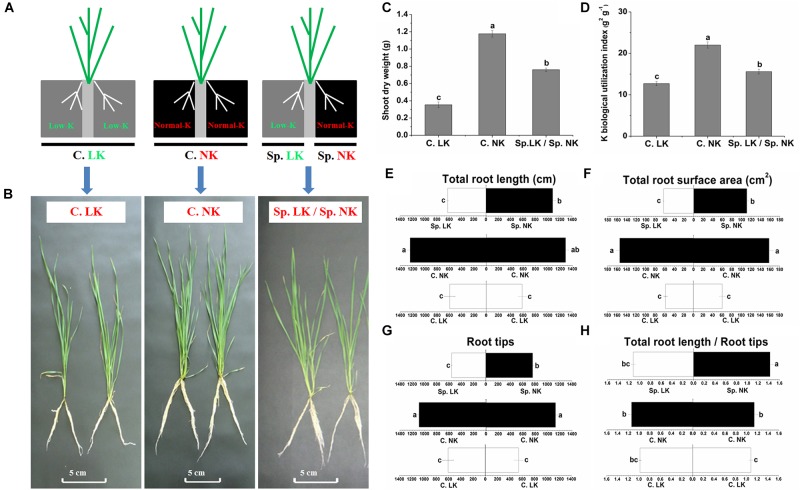
Phenotype, shoot dry weight, K biological utilization and root development of wheat under a split-root system. **(A)** Diagram showing the split-root system used to detect potassium (K) foraging behavior of wheat root. Two separated physical spaces, in which different K supplies could be applied, were created in this split-root system. Three different K environments were used as follows: (1) a homogeneous K-deprived condition (C. LK: both compartments had low K), (2) a homogeneous K-replete condition (C. NK: both compartments had normal K), and (3) a heterogeneous split condition (Sp. LK/Sp. NK: one compartment had low K, and the other had normal K). Phenotype **(B)**, shoot dry weight **(C)**, K biological utilization **(D)** of wheat under a split-root system. Total root length **(E)**, total root surface area **(F)**, root tips **(G)**, ratio of total root length and root tips **(H)**. Data are shown as means ± SE (*n* = 3). Different letters showed significant differences between pairs of treatments (i.e., C. LK vs. C. NK, Sp. NK vs. C. NK, Sp. LK vs. C. LK, Sp. LK vs. Sp. NK) at the level of *P* < 0.05.

### Differentially Expressed Genes (DEGs) in Wheat Root Responses to Heterogeneous vs. Homogeneous K Environments

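Gene expression was measured on Affymetrix Wheat Genome Arrays, on which each probe set reports 1 transcript or a group of similar transcripts. The samples were roots under uniform low K (C. LK), roots under uniform normal K (C. NK), and the low-K side (Sp. LK) and normal-K side (Sp. NK) of plants whose root system was split between both supplies. Low K was 0.005 mmol/L and normal K 1.0 mmol/L of potassium sulfate, given for 5 days to seedlings 3 weeks old. Each group had 3 arrays, described as biological replicates of 20 plants each. The authors processed the scans with the MAS 5.0 algorithm in GeneSpring, and the deposited values are normalized signals on the log2 scale. On every array the linear signals averaged 500.1 without the outer 2% of probe sets, so that differences between groups are relative to this common level. Between 30.5% and 33.9% of the probe sets of an array had a signal under 32, where small differences of signal give large fold changes. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.43 over all probe sets and 0.20 over the brighter ones, those with a mean log2 signal at or above the median. Across the brighter probe sets, which are not independent replicates, the median r was 0.968 over the 12 pairs of arrays of one condition and 0.969 over the 54 pairs of arrays of different conditions. Of 61290 probe sets, 111 array controls were left out and 61179 were tested with limma, with all 12 arrays in one fit. DEGs were counted at the study thresholds, an unadjusted p under 0.05 and a fold change above 1.5, and again after Benjamini-Hochberg adjustment. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1.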

In this study, more than 61200 probe signals were detected from the Affymetrix GeneChip. The raw data sets (CEL) and the normalized expression data sets have been deposited in the Gene Expression Omnibus (GSE115111) at the National Center for Biotechnology Information^3^. For further analysis, the genes with significant differences (*P* < 0.05 and fold-change > 1.5) were chosen to include as many candidate genes as possible.

There were 59 up-regulated genes in C. LK vs. C. NK. Among these genes, there were 8, 7, 0, and 0 shared genes in Sp. 

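Under uniform low K, 1127 probe sets were up-regulated in C. LK vs. C. NK at the study thresholds, of which 332 were among the brighter probe sets. Besides the potassium transport gene LOC543226, the rule for named genes took LOC100037642 and LOC542872 among these. LOC100037642 had a normalized signal of 343 ± 40.1 (SD, n = 3) in C. LK and 211 ± 81.0 (SD, n = 3) in C. NK, a log2 fold change of 0.78 (standard error 0.31). LOC542872 had a normalized signal of 809.6 ± 89.3 (SD, n = 3) in C. LK and 496 ± 93.1 (SD, n = 3) in C. NK, a log2 fold change of 0.72 (standard error 0.24). Both had an adjusted p of 0.94. For the rises and falls of this comparison together, limma called 0 probe sets after adjustment, with 3140 at an unadjusted p under 0.05, where 3059 are expected by chance. The methods' t-test also called 0 after adjustment, and limma called 1 without C. NK replicate 2.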

LK vs. C. LK down-regulated genes, Sp. NK vs. C. NK up-regulated genes, Sp. LK vs. C. LK up-regulated genes, and Sp. NK vs. C. NK down-regulated genes, respectively (Figure 2A). 

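Of the probe sets up-regulated in C. LK vs. C. NK, 213 were down-regulated in Sp. LK vs. C. LK and 302 were up-regulated in Sp. NK vs. C. NK at the study thresholds, while 3 were up-regulated on the low-K side of the split roots and 2 down-regulated on the normal-K side. The heat map of Fig. 2B names 8 probe sets with the first pattern. All 8 were higher in C. LK than in C. NK and lower in Sp. LK than in C. LK, and 7 of the 8 passed the study thresholds in both comparisons and are among the 213. The largest fall among the 8 was that of a probe set with a normalized signal of 559 ± 118 (SD, n = 3) in C. NK, 1192 ± 126 (SD, n = 3) in C. LK and 396 ± 47.4 (SD, n = 3) in Sp. LK, with log2 fold changes of 1.11 and -1.59. LOC543226, named above, is another of the 8. The heat map also names 7 probe sets with the pattern shared with Sp. NK. All 7 were higher than C. NK in both C. LK and Sp. NK, and 6 of the 7 passed in both comparisons and are among the 302. The strongest of these had a normalized signal of 723 ± 98.3 (SD, n = 3) in C. NK, 1180 ± 201 (SD, n = 3) in C. LK and 1104 ± 202 (SD, n = 3) in Sp. NK. The study chose these probe sets on the same arrays, so their directions are not independent evidence. The comparisons share the C. LK or the C. NK arrays. With no effect at all, 100 simulations with the shared arrays varied widely. They gave 0 to 2102 probe sets (the middle 95% of the simulations, mean 323) for the overlap of 213, with 37 of 100 as large. For that of 302 they gave 0 to 2062 (mean 306), with 28 of 100 as large. Neither stands out from these simulations. They mix the observed deviations of whole arrays, so noise private to a probe set counts as shared noise. This can widen their spread, and a true excess could be missed. Independent lists would share 20.2 in each case. For the overlaps of 3 and 2 the simulations gave 0 to 14.57 and 0 to 22, with 8 and 17 of 100 as large and 95 and 86 of 100 as low. Independent lists would share 33.7 and 17.9, but overlaps this small are usual in the simulations with shared arrays and no effect. The 3 shared arrays are too few to split, and part of the overlaps may come from sharing them. The simulations leave out a possible pairing of the Sp. NK and C. NK arrays by replicate number. The overlap of 213 was 342 without C. NK replicate 3, and that of 302 was 532 without C. NK replicate 1 and 506 without C. NK replicate 3. The overlap of 3 was 6 without C. NK replicate 1, 0 without C. LK replicate 3 and 1 without C. LK replicate 1, C. LK replicate 2 or Sp. LK replicate 3. That of 2 was 21 without Sp. NK replicate 3 and 1 without C. LK replicate 2, Sp. LK replicate 1, Sp. NK replicate 2 or any one replicate of C. NK, and it was 7 without the variance trend and 6 with the replicate number as a block.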

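Under uniform low K, 1108 probe sets had a lower signal in C. LK than in C. NK at the study thresholds, 285 of them among the brighter probe sets. The strongest signal among the 7 genes that the rule for named genes took here was that of LOC543150, which fell from 4413 ± 493 (SD, n = 3) in C. NK to 2510 ± 59.15 (SD, n = 3) in C. LK, a log2 fold change of -0.81 (standard error 0.24). The largest fall among the 7 was that of LOC100049048, with a normalized signal of 53.6 ± 16.3 (SD, n = 3) in C. LK against 109.8 ± 22.9 (SD, n = 3) in C. NK and a log2 fold change of -1.06 (standard error 0.35). LOC732708 had 93.75 ± 12.4 (SD, n = 3) in C. LK and 169 ± 23.6 (SD, n = 3) in C. NK, a log2 fold change of -0.85. LOC543237, LOC543100, LOC100037602 and LOC542898 fell as well, with log2 fold changes of -0.88, -0.78, -0.74 and -0.71. Other probe sets of 3 of these genes did not pass, with log2 fold changes of -0.21 for LOC543150, -0.24, -0.12 and -0.05 for LOC100037602 and -0.02 and -0.08 for LOC542898. All 7 had an adjusted p of 0.94. The count of lower probe sets was 1789 without C. LK replicate 3.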

There were 33 down-regulated genes in C. LK vs. C. NK. Among these genes, there were 11, 2, 0, and 0 shared genes in Sp. LK vs. C. LK up-regulated genes, Sp. NK vs. C. NK down-regulated genes, Sp. LK vs. C. LK down-regulated genes, and Sp. 

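Of the probe sets down-regulated in C. LK vs. C. NK, 476 were higher in Sp. LK than in C. LK and 156 were lower in Sp. NK than in C. NK at the study thresholds, while 1 was lower in Sp. LK and 4 were higher in Sp. NK (9 with the replicate number as a block in Sp. NK against C. NK alone, chosen after seeing the data). LOC543100 and LOC100049048, which fell under uniform low K, are among the 476. LOC543100 had a normalized signal of 194 ± 25.95 (SD, n = 3) in C. NK, 113 ± 18.1 (SD, n = 3) in C. LK and 257 ± 84.1 (SD, n = 3) in Sp. LK, where it rose by 1.15 on the log2 scale against C. LK (standard error 0.25). LOC100049048 had 141 ± 49.3 (SD, n = 3) in Sp. LK and rose by 1.38 (standard error 0.35). LOC543237 and LOC542898 are among the 156. LOC543237 had 172 ± 19.9 (SD, n = 3) in C. NK, 99.65 ± 41.1 (SD, n = 3) in C. LK and 95.3 ± 20.0 (SD, n = 3) in Sp. NK, and LOC542898 had 126 ± 9.47 (SD, n = 3), 79.5 ± 26.4 (SD, n = 3) and 79.3 ± 9.26 (SD, n = 3). The heat map of Fig. 2B names 11 probe sets as lower in C. LK and higher in Sp. LK, with log2 fold changes of -0.93 to -0.61 under uniform low K and 0.62 to 1.18 in Sp. LK against C. LK, and 10 of the 11 passed the study thresholds in both comparisons and are among the 476. It names 2 of the group of 156, and both passed. They were chosen by the study on the same arrays, which makes their directions no independent evidence. The simulations with no effect gave 0 to 1627 probe sets (the middle 95% of the simulations, mean 312) for the overlap of 476, with 21 of 100 as large. For that of 156 they gave 0 to 1849 (mean 282), with 39 of 100 as large. Neither stands out from these simulations, whose spread can be too wide because noise private to a probe set counts as shared noise. Independent lists would share 33.1 and 17.6. For the overlaps of 1 and 4 the simulations gave 0 to 10 and 0 to 27.1, with 12 and 9 of 100 as large and 93 and 91 of 100 as low. Independent lists would share 19.8 in each case, but overlaps this small are usual in the simulations. Part of the overlaps may come from the shared arrays. The simulations leave out a possible pairing of the Sp. NK and C. NK arrays by replicate number. Without C. LK replicate 3 the overlap of 476 was 968. The overlap of 4 was 19 without C. LK replicate 3, 13 without C. LK replicate 1, 12 without Sp. NK replicate 3, 2 without C. NK replicate 3, 1 without Sp. NK replicate 1, Sp. NK replicate 2 or C. NK replicate 1 and 0 without C. NK replicate 2, and it was 9 in a fit of pairs of groups and 7 without the variance trend. That of 1 was 0 without C. LK replicate 3 or C. NK replicate 3, 2 without Sp. LK replicate 1, Sp. LK replicate 3 or C. NK replicate 1, and 7 without the variance trend.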

NK vs. C. NK up-regulated genes, respectively (Figure 2A). There were 10 up-regulated genes shared in Sp. LK vs. C. LK and Sp. NK vs. C. NK (Figure 2A). 

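At the study thresholds, 1827 probe sets were up-regulated in Sp. LK vs. C. LK and 1096 in Sp. NK vs. C. NK, and 108 were up-regulated in both. LOC542991, LOC542992 and LOC542993, which Table S3 lists under glutathione transferase, an enzyme of detoxification, rose on both sides of the split roots. LOC542993 had a normalized signal of 807 ± 154 (SD, n = 3) in Sp. LK against 261 ± 117 (SD, n = 3) in C. LK, and 583 ± 83.3 (SD, n = 3) in Sp. NK against 318 ± 21.8 (SD, n = 3) in C. NK. LOC542991 had 5415 ± 529 (SD, n = 3) in Sp. LK against 2742 ± 712 (SD, n = 3) in C. LK, and 4873 ± 738 (SD, n = 3) in Sp. NK against 2685 ± 544 (SD, n = 3) in C. NK. Its log2 fold change was 1.01 on the low-K side and 0.87 on the normal-K side (standard error 0.20 in both), and those of LOC542992 were 0.67 and 0.61 (standard error 0.15 in both). A probe set of the dehydrin gene Rab15 (LOC543293) was higher in Sp. NK, at 194 ± 19.4 (SD, n = 3) against 82.6 ± 55.1 (SD, n = 3) in C. NK, and so was the zinc finger gene WZF1, at 3340 ± 424 (SD, n = 3) against 1918 ± 342 (SD, n = 3). The transcription factor genes LOC100037634 and LOC100037599 also rose there, with log2 fold changes of 1.18 and 0.87. Of the 10 probe sets that Fig. 2B shows as higher on both sides, all 10 had positive log2 fold changes in both comparisons, from 0.66 to 2.42 on the low-K side and from 0.61 to 0.98 on the normal-K side, and 9 of the 10 passed the study thresholds in both. These were chosen by the study and are no independent evidence of the direction. The adjusted p was 0.24 for LOC542993 and 0.32 for LOC542991 on the low-K side and 1 for all genes named here on the normal-K side. The signals of LOC542991, LOC542992 and LOC542993 come from probe sets of a kind that can share probes with related transcripts. Other probe sets did not pass, with 0.42 and 0.95 on the low-K side and 0.31 and -1.13 on the normal-K side for LOC542992, and 0.57 and -0.16, and 0.20 and -0.08, for LOC542993, nor did the other probe sets of Rab15 on the normal-K side (0.53 and 0.37). After adjustment limma and the methods' t-test called 0 probe sets in either comparison, with 4584 and 2600 at an unadjusted p under 0.05 in limma. Chance gives 3059 in each, so the normal-K side had fewer than expected by chance. On the low-K side, limma called 10 with the replicate number as a block, 9 without C. LK replicate 3, and 1 without C. LK replicate 1 or without Sp. NK replicate 2, and on the normal-K side it called 1 without the variance trend and 21 in a fit of its 6 arrays with the replicate number as a block, chosen after seeing the data. The count of 1827 was 1182 without Sp. LK replicate 2. For the 108 shared probe sets the simulations with no effect gave 0 to 681.4 (the middle 95% of the simulations, mean 76.3), with 16 of 100 as large, and independent lists would share 32.7. These 2 comparisons have no arrays in common, so shared arrays cannot account for this overlap. The spread of the simulations can be too wide here as well, because noise private to a probe set counts as shared noise.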

The heat map of the above shared genes is shown in Figure 2B. Differential expression of genes in C. LK vs. C. NK had opposite responses in Sp. LK vs. C. LK and similar responses in Sp. NK vs. C. NK (Figure 2B).

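All 38 probe sets that Fig. 2B names had the direction of the heat map in both of the comparisons it pairs. Among those that went opposite ways, 1 probe set had a normalized signal of 626 ± 39.0 (SD, n = 3) in C. NK, 1245 ± 247 (SD, n = 3) in C. LK and 621 ± 110.1 (SD, n = 3) in Sp. LK, and the strongest had 13650 ± 1664 (SD, n = 3) in C. NK, 8790 ± 1464 (SD, n = 3) in C. LK and 13470 ± 1678 (SD, n = 3) in Sp. LK. Among those that went the same way, 1 had log2 fold changes of 1.09 in C. LK vs. C. NK and 0.91 in Sp. NK against C. NK, and the dimmer of the 2 falling ones had -0.74 and -0.75. Over the brighter probe sets, the log2 fold changes of Sp. LK against C. LK correlated with those of C. LK vs. C. NK at r = -0.655, and those of Sp. NK against C. NK at r = 0.322. Because each pair of comparisons has 3 arrays in common, simulations with no effect gave mean correlations of -0.5075 (the middle 95% of the simulations, -0.8955 to 0.26) and 0.462 (-0.1853 to 0.8933), and both observed values lie within these. The covariances were -0.0672 and 0.0247, against means of -0.0418 (-0.1305 to 0.01034) and 0.0396 (-0.008534 to 0.1102) in the simulations. These correlations are across probe sets, which are not independent replicates. From the heat map of the shared genes, the paper states that the genes responding to uniform low K respond in the opposite way on the low-K side and in a similar way on the normal-K side.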

**FIGURE 2:**
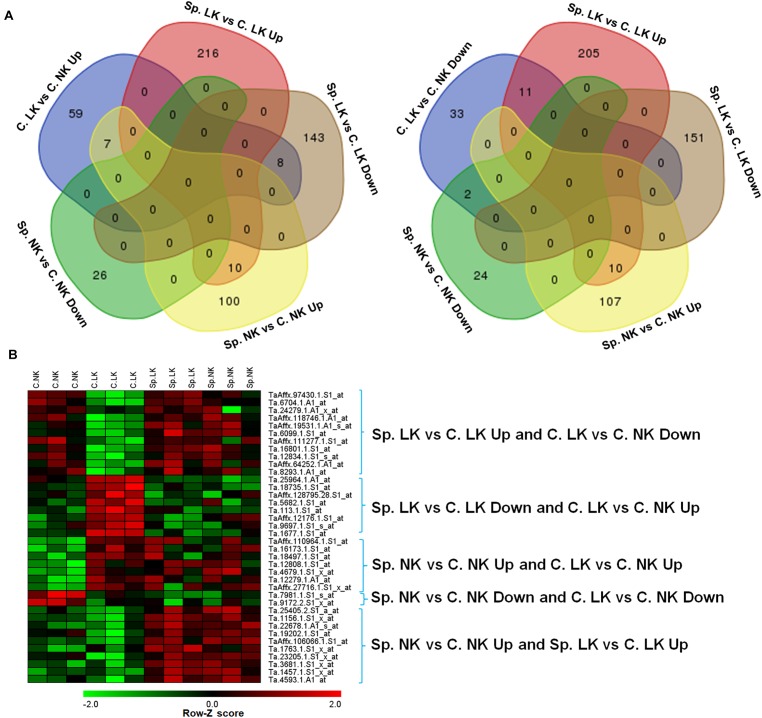
**(A)** Venn diagrams of DEGs in wheat root responses to heterogeneous vs. homogeneous K environments. **(B)** Heat map of DEGs in wheat root responses to heterogeneous vs. homogeneous K environments. This heat map showed the interaction of DEGs between K heterogeneous and homogeneous environments in ANOVA. All microarray experiments were carried out in three biological replications.

### Functional Annotations of Differentially Expressed Genes in Wheat Root Responses to Heterogeneous vs. Homogeneous K Environments

To study the functions of putative key genes of wheat in response to heterogeneous vs. homogeneous K environments (Supplementary Table S3), Gene Ontology (GO) analysis was performed to analyze the functional differences between differentially expressed genes in Sp. NK vs. C. NK and Sp. LK vs. C. LK (Figure 3). There were five shared functions of up-regulated genes in Sp. NK vs. C. NK and down-regulated genes in Sp. LK vs. C. LK, including iron ion binding, mitochondria, transcription factor activity, cytoplasmic membrane-bounded vesicle and plastids (Figure 3). In addition, functional categories of up-regulated genes unique in Sp. NK vs. C. NK included calcium ion binding, glutathione transferase, cellular respiration, jasmonic acid mediated signaling pathway and so on (Figure 3A). Functional categories of down-regulated genes unique in Sp. LK vs. C. LK included methyltransferase activity, protein amino acid phosphorylation, potassium ion transport, protein serine/threonine kinase activity and so on (Figure 3B).

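Of the 37 probe sets that Table S3 lists as up-regulated in Sp. NK vs. C. NK, 33 rose at the study thresholds and the other 4 had positive log2 fold changes. Of the 39 listed as down-regulated in Sp. LK vs. C. LK, 34 fell and the other 5 had negative log2 fold changes. The median log2 fold changes were 0.82 (0.61 to 1.51) and -0.76 (-2.79 to -0.59). In the vesicle category 9 of 10 rose in Sp. NK and 11 of 11 fell in Sp. LK, in the plastid category 5 of 5 and 10 of 10, in the transcription factor category 6 of 7 and 3 of 4, and in the iron ion binding category 2 of 4 and 1 of 2. The probe sets listed for Sp. NK and for Sp. LK are different ones. Some that rose in Sp. NK also rose in Sp. LK over C. LK at the study thresholds. Their log2 fold changes there were 1.35 and 0.75 (vesicle), 0.76 (plastid) and 0.67 (iron ion binding). The others listed for Sp. NK in these categories did not pass in Sp. LK in either direction. The transcription factor probe set with the largest rise had a normalized signal of 1139 ± 287 (SD, n = 3) in Sp. NK and 457 ± 133 (SD, n = 3) in C. NK, and LOC100049032, of the same category, had 652.5 ± 132 (SD, n = 3) in Sp. LK and 1184 ± 189 (SD, n = 3) in C. LK. The iron ion binding probe set that fell had 325 ± 71.2 (SD, n = 3) in Sp. LK and 901 ± 84.5 (SD, n = 3) in C. LK. The largest fall of the list was in the vesicle category, with 128 ± 68.7 (SD, n = 3) in Sp. LK and 853 ± 404 (SD, n = 3) in C. LK, in a probe set that is also among those that varied most between replicate arrays.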

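Among the categories listed only for Sp. NK, all 3 calcium ion binding probe sets, whose products bind a signaling ion, and all 4 of glutathione transferase were up-regulated at the study thresholds. The calcium ion binding probe set with the largest rise had a normalized signal of 1462 ± 188 (SD, n = 3) in Sp. NK and 557 ± 35.3 (SD, n = 3) in C. NK, a log2 fold change of 1.39 (standard error 0.55), and LOC542847 had 988 ± 143 (SD, n = 3) and 589.6 ± 137 (SD, n = 3). The 1 probe set each of cellular respiration and of the jasmonic acid pathway rose as well, with log2 fold changes of 0.80 and 0.69. These rises were not confined to Sp. NK, since in Sp. LK over C. LK the respiration and jasmonic acid probe sets rose by 0.89 and 0.76, all 4 of glutathione transferase by 0.67 to 1.71 and 1 of the 3 of calcium ion binding by 0.92. Among the categories listed only for Sp. LK, both potassium transport and both protein phosphorylation probe sets fell, as did 1 of 2 of protein kinase activity and the 1 of methyltransferase activity. LOC778380, of protein phosphorylation, had a normalized signal of 158 ± 24.2 (SD, n = 3) in Sp. LK and 321 ± 38.6 (SD, n = 3) in C. LK, a log2 fold change of -1.03 (standard error 0.20). The methyltransferase probe set had 370.5 ± 163 (SD, n = 3) in Sp. LK and 1610 ± 577 (SD, n = 3) in C. LK, a log2 fold change of -2.16 (standard error 0.62). Adjusted over the list alone, 29 of the 37 and 34 of the 39 passed, which is not independent evidence because the study chose both lists on these arrays.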

**FIGURE 3:**
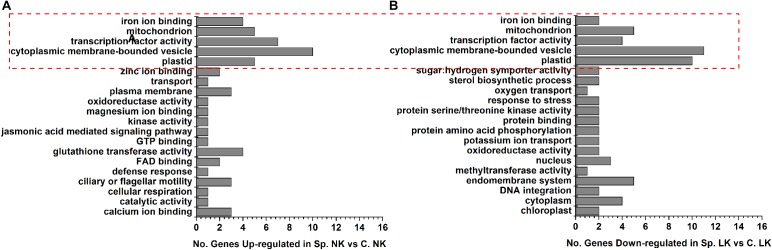
Gene Ontology (GO) classifications and amount of DEGs in wheat root response to heterogeneous vs. homogeneous K environments. **(A)** Functional category distributions of main up-regulated genes in Sp. NK vs. C. NK. **(B)** Functional category distributions of main down-regulated genes in Sp. LK vs. C. LK. All microarray experiments were performed in three biological replicates.

### Unique Differentially Expressed Genes and Net Flux Rates of K^+^ and O_2_ in Heterogeneous vs. Homogeneous K Environments

In order to investigate the key genes involved in K uptake, unique up-regulated genes in Sp. NK vs. C. NK was shown in Figure 4A. 

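The probe set of Fig. 4A, annotated there with respiratory functions, was up-regulated in the normal-K roots of split plants. Its normalized signal was 321 ± 32.8 (SD, n = 3) in C. NK and 508.5 ± 71.2 (SD, n = 3) in Sp. NK, a log2 fold change of 0.66 (standard error 0.22) and a fold change of 1.58 that passed the study thresholds. In C. LK it was 404 ± 141 (SD, n = 3), with single arrays at 565, 303 and 344, which is a log2 fold change of 0.28 against C. NK and a fold change of 1.22. This did not pass the study thresholds. On the low-K side of the split roots its normalized signal was 439 ± 75.7 (SD, n = 3). The signal in Sp. NK was 0.38 above that in C. LK on the log2 scale, which did not pass either, with an unadjusted p of 0.11 in limma, and without C. LK replicate 1 the difference was 0.65 with an unadjusted p of 0.0065. The unadjusted p in limma was 0.011 for the rise in Sp. NK over C. NK and 0.22 for the difference between C. LK and C. NK, and the adjusted p were 1 and 0.94. A two-sided exact permutation test gave p = 0.1 for the rise over C. NK on the normal-K side. The same exact test gave p = 0.6 between C. LK and C. NK.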

The unique genes had the following functions: respiratory gaseous exchange, mitochondrial respiratory chain and cellular respiration (Figure 4A). The up-regulated gene in Sp. NK vs. C. NK was up-regulated in C. LK vs. C. NK at the same time. In addition, the fold change in Sp. NK vs. C. NK was higher than that in C. LK vs. C. NK (Figure 4A). To compare the flux rate of K^+^ and O_2_ on the root surface in Sp. NK and C. NK, NMT was performed in this research. The net flux rate of K^+^ and O_2_ in Sp. NK and C. NK were shown in Figures 4B,C. For flux rate of K^+^, the curves presented vibration trends for both Sp. NK and C. NK (Figure 4B). The K^+^ flux presented alternate states of influx and efflux for both Sp. NK and C. NK. However, the overall influx rate of K^+^ in Sp. NK was higher than that in C. NK. For flux rate of O_2_, the curves presented gradual upward trends for both Sp. NK and C. NK (Figure 4C). For both Sp. NK and C. NK, the root surfaces presented absorption state. The influx rate of O_2_ in Sp. NK was higher than that in C. NK.

**FIGURE 4:**
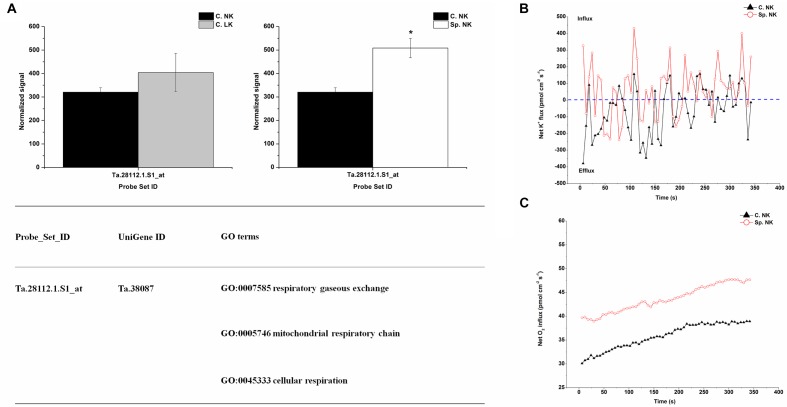
Unique differentially expressed gene and net flux rates of K^+^ and O_2_ in heterogeneous vs. homogeneous normal-K environments. **(A)** Expression pattern and GO classifications of unique differentially expressed genes in heterogeneous (Sp. NK) vs. homogeneous (C. NK) normal-K environments. The means ± SD (*n* = 3) are shown. ^∗^ indicates differences between means at *P* < 0.05. All microarray experiments were performed in three biological replicates. **(B)** The rates of net K^+^ fluxes in Sp. NK and C. NK. **(C)** The rates of net O_2_ fluxes in Sp. NK and C. NK. Six biological replicates were established in the net flux experiments.

To investigate the key genes involved in K uptake, unique down-regulated genes in Sp. LK vs. C. LK were shown in Figure 5A. The unique genes had the following functions: potassium ion transport, potassium ion transmembrane transporter activity, oxygen transporter activity and oxygen transport (Figure 5A). In contrast, the down-regulated genes in Sp. LK vs. C. LK were up-regulated in C. LK vs. C. NK (Figure 5A). 

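The potassium transport gene LOC543226 (Ta.113.1.S1_at) had its highest signal in uniform low K. Its normalized signal was 831 ± 195 (SD, n = 3) in C. LK, 298 ± 125 (SD, n = 3) in Sp. LK and 230.4 ± 65.7 (SD, n = 3) in C. NK, so that it rose by 1.87 on the log2 scale from C. NK to C. LK and fell by 1.56 from C. LK to Sp. LK (standard error 0.32 in both), and both changes passed the study thresholds. In Sp. NK it was 224 ± 17.7 (SD, n = 3), and the difference between both sides of the split roots, 0.31 on the log2 scale, did not pass. The other potassium transport probe set of Fig. 5A had a normalized signal of 179 ± 15.1 (SD, n = 3) in C. LK, 111 ± 24.0 (SD, n = 3) in Sp. LK, 107 ± 31.4 (SD, n = 3) in C. NK and 79.85 ± 22.1 (SD, n = 3) in Sp. NK. Its log2 fold changes of 0.79 from C. NK to C. LK and -0.71 from C. LK to Sp. LK (standard error 0.31 in both) passed the study thresholds. For both potassium transport probe sets the rise and the fall share the C. LK arrays, so these changes are not independent of each other. The study also chose the probe sets of Fig. 5A on the same arrays. The oxygen transport gene LOC543086 had 840.4 ± 157 (SD, n = 3) in C. LK and 514.5 ± 65.2 (SD, n = 3) in Sp. LK, and fell by 0.70 on the log2 scale (standard error 0.19). In C. NK it had 648 ± 182 (SD, n = 3) and in Sp. NK 632 ± 29.3 (SD, n = 3), and its log2 fold change of 0.40 from C. NK to C. LK did not pass, with an unadjusted p of 0.057 in limma. In the order of C. LK vs. C. NK and Sp. LK over C. LK, the adjusted p were 0.51 and 0.34 for LOC543226 and 0.94 and 0.65 for the other potassium transport probe set, and LOC543086 had 0.48 in the latter. The rise of the other potassium transport probe set did not pass at an unadjusted p under 0.05 without C. LK replicate 1 (0.79), C. LK replicate 3 (0.73) or C. NK replicate 3 (0.52), nor did its fall without C. LK replicate 1 (-0.72), C. LK replicate 2 (-0.77), C. LK replicate 3 (-0.65), Sp. LK replicate 1 (-0.71) or Sp. LK replicate 3 (-0.56), while LOC543086 passed the study thresholds from C. NK to C. LK without C. NK replicate 3 (0.61).

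**Figure D1:**
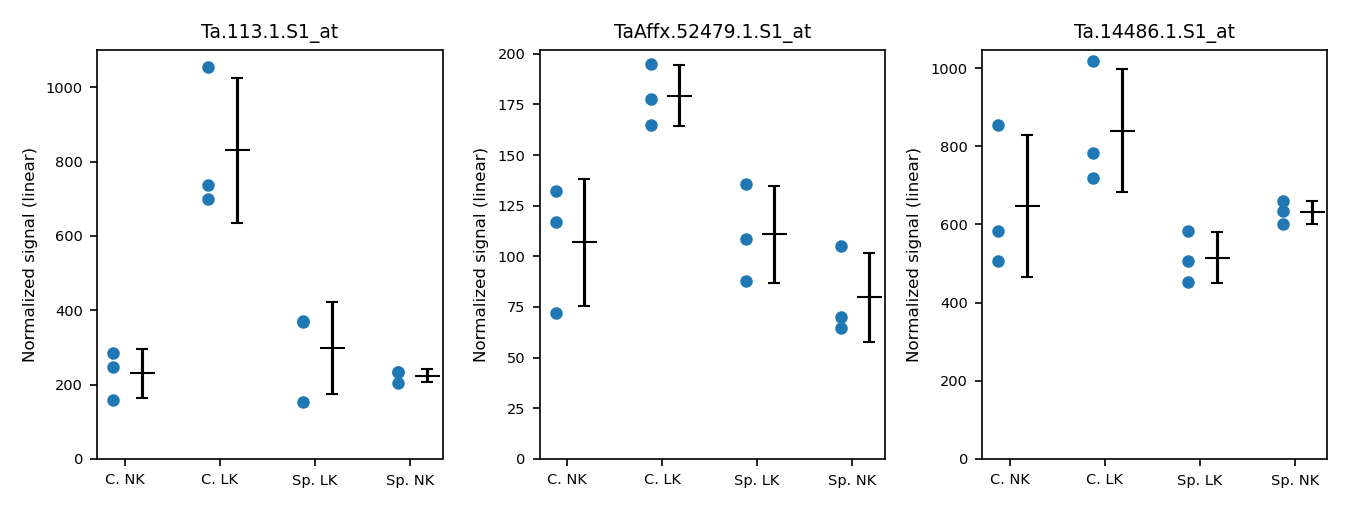
Normalized signal (linear scale, from 0) of LOC543226 (left), the other potassium transport probe set (middle) and LOC543086 (right) in C. NK, C. LK, Sp. LK and Sp. NK. Points are the 3 arrays of each group and bars the mean ± SD, and for LOC543226 the arrays of C. LK lie between 699 and 1055, above all arrays of the other groups.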

In order to compare the flux rate of K^+^ and O_2_ on the root surface in Sp. LK and C. LK, NMT was applied in this study. The net flux rate of K^+^ and O_2_ in Sp. LK and C. LK were shown in Figures 5B,C. For the flux rate of K^+^, the curves presented relatively steady absorption states for both Sp. LK and C. LK (Figure 5B). However, the overall influx rate of K^+^ in C. LK was higher than that in Sp. LK. For the flux rate of O_2_, the curves presented gradual upward trends for both Sp. LK and C. LK (Figure 5C). For both Sp. LK and C. LK, the root surfaces presented the absorption state. The influx rate of O_2_ in C. LK was higher than that in Sp. LK.

**FIGURE 5:**
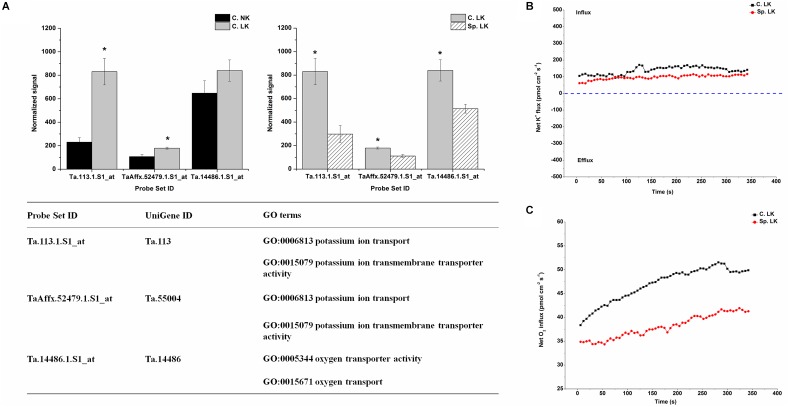
Unique differentially expressed genes and net flux rates of K^+^ and O_2_ in heterogeneous vs. homogeneous low-K environments. **(A)** Expression pattern and GO classifications of unique differentially expressed gene in heterogeneous (Sp. LK) vs. homogeneous (C. LK) low-K environments. Data are means ± SD (*n* = 3). ^∗^ indicates differences between means at *P* < 0.05. All microarray experiments were performed in three biological replicates. **(B)** The rates of net K^+^ fluxes in Sp. LK and C. LK. **(C)** The rates of net O_2_ fluxes in Sp. LK and C. LK. Six biological replicates were established in the net flux experiments.

### Quantitative Real-Time PCR (qRT-PCR) Analysis

To verify the reliability of our microarray results, quantitative real-time PCR (qRT-PCR) was carried out. In the test of qRT-PCR, several genes were selected randomly from the above four treatments. The specific-primers of these selected genes were designed as shown in Supplementary Table S1. 

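Of the 12 probe sets that Table S1 lists for qRT-PCR, 3 were lower in Sp. LK than in C. LK at the study thresholds, among them the potassium transport gene LOC543226. Another had a normalized signal of 46.2 ± 45.2 (SD, n = 3) in Sp. LK and 294 ± 176.5 (SD, n = 3) in C. LK, a log2 fold change of -3.11 (standard error 1.2), and a further one had 67.35 ± 63.05 (SD, n = 3) against 1034 ± 697 (SD, n = 3), a log2 fold change of -4.86 (standard error 1.72). The lowest Sp. LK arrays of these 2 probe sets were at 8.69 and 3.17, near background, so the sizes of their log2 fold changes are uncertain, and the latter is among the probe sets that varied most between replicate arrays. A further probe set was higher in Sp. NK than in C. NK, at 162 ± 65.2 (SD, n = 3) against 80.5 ± 13.2 (SD, n = 3), a log2 fold change of 0.95 (standard error 0.39). Among those that did not pass, LOC543390 had 5049 ± 533 (SD, n = 3) in Sp. LK and 4656 ± 195 (SD, n = 3) in C. LK, LOC543463 had 12520 ± 744 (SD, n = 3) and 13830 ± 1065 (SD, n = 3), and LOC543148 had 655 ± 91.3 (SD, n = 3) and 681 ± 97.3 (SD, n = 3). Over both comparisons of split with uniform supply, the 24 log2 fold changes ran from -4.86 to 0.95, 11 of them were positive and 4 passed the study thresholds.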

The data of qRT-PCR showed that gene expression trends were significantly similar (*r*^2^ = 0.75) to the results of the microarray data (Figure 6). This indicated that the results of the microarray results were credible in this study.

**FIGURE 6:**
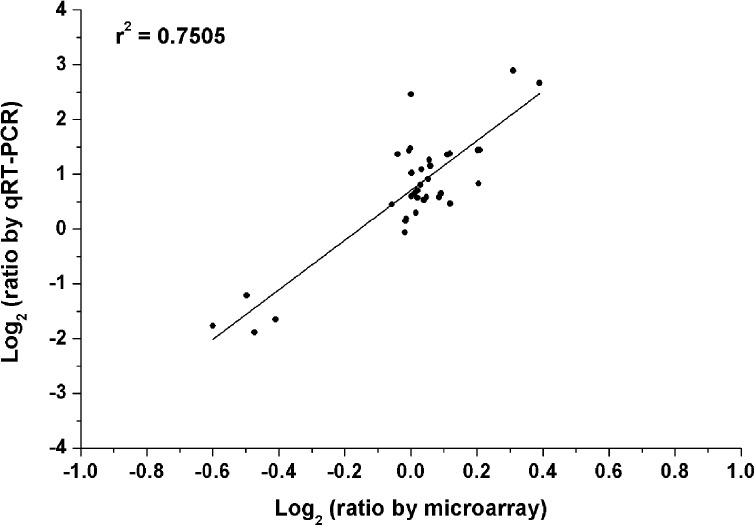
Validation of microarray data by the method of quantitative real-time PCR (qRT-PCR). All microarray and qRT-PCR experiments were carried out in three biological replications. Data are the log_2_ ratio (heterogeneous K/homogeneous K) for the selected genes. The correlation coefficient (*r*^2^) is shown in the diagram.

## Discussion

As shown above, coordinated physiological and molecular responses suggested that a variety of processes took part in the wheat root responses to heterogeneous vs. homogeneous K environments. Thus, we will focus on the three questions below: (1) What kind of root foraging strategy was optimal for K heterogeneity in wheat? (2) What were the major physiological processes taking part in the adaption to K heterogeneity of wheat? (3) What key genes were involved in regulating the above physiological processes?

The active-foraging strategy in Sp. NK and dormant-foraging strategy in Sp. LK was the optimal root foraging strategy for K heterogeneity in wheat. Such a root foraging strategy made the treatment of Sp. LK/Sp. NK produce more than half of the shoot dry weight and K biological utilization of C. NK, indicating that such a root foraging strategy could effectively improve K uptake/assimilation ability in wheat. This foraging strategy included the modulation of root morphology, the expression of low-K responsive genes, and the variations of root K^+^ and O_2_ flux rates between Sp. NK and Sp. LK.

Root systems have the capacity to detect their external environment and increase their absorption ability through root morphology plasticity (Schachtman and Shin, 2007). The root morphology plasticity, as shown in the increased root length in K-rich patches and the decreased root length in K-deficient patches, has been found in various plant species (Hassan and Arshad, 2010; Fernández et al., 2011; Kellermeier et al., 2013). The higher root length allows roots to penetrate soil and uptake more K^+^ (Hassan and Arshad, 2010). In this study, wheat roots performed the root morphology modulation of increased root length in Sp. NK and decreased root length in Sp. LK. Moreover, the ratio of total root length and root tips (i.e., total root length/root tips) in Sp. NK were significantly higher than that in C. NK, indicating that the length of each root in Sp. NK was significantly higher than that in C. NK. This suggests that roots adopt an “active-foraging strategy” characterized by making each root longer rather than increasing the root number in Sp. NK. No significant differences were found in the root development between Sp. LK and C. LK, indicating the K supply on the side of Sp. NK had little impact on the root development in Sp. LK. This suggested that the roots adopted a “dormant foraging strategy” through inhibiting root elongation in Sp. LK. In addition, both Sp. NK and Sp_0_. NK had 1.0 mmol L^-1^ K_2_SO_4_ (a normal K supply). However, the K supply on the other sides of Sp. NK and Sp_0_. NK were different (i.e., the K supply on the other side of Sp. NK was a low K; the K supply on the other side of Sp_0_. NK was a moderate K). Thus, the larger root system in Sp. NK was promoted by the side of Sp. LK, not the normal K supply itself. Therefore, a low-K supply was more likely to stimulate root growth on the other side with a normal-K supply.

In this study, low-K responsive genes (e.g., differentially expressed genes in C. LK vs. C. NK) were up-regulated in Sp. NK and down-regulated in Sp. LK. This regulation also supported the above root foraging strategy for K heterogeneity. Since low-K responsive genes made great contributions to the strong ability of K deficiency tolerance in plants (Ma et al., 2012; Ruan et al., 2015; Li et al., 2017), low-K responsive genes might improve the wheat low-K tolerance under K heterogeneity by improving the low-K tolerance of wheat roots on the normal-K supply side (Sp. NK), rather than by improving the low-K tolerance of wheat roots on the low-K supply side (Sp. LK). The low-K responsive genes screened in this study included genes previously reported, such as peroxidase, transcription factors, calcium ion binding, glutathione transferase, cellular respiration, jasmonic acid, methyltransferase, protein amino acid phosphorylation, and protein amino acid phosphorylation related genes. These genes play a key role in various processes of low-K responses, such as the production and elimination of reactive oxygen species (ROS), regulation of the high-affinity K^+^ absorption transporters, the promotion of root development, modifications of K transporters or channels, respiration and so on (Armengaud et al., 2004; Mittler et al., 2004; Shin and Schachtman, 2004; Shin et al., 2005; Hong-Hermesdorfa et al., 2006; Lee et al., 2007; Ho and Tasy, 2010; Kim et al., 2010, 2012; Held et al., 2011; Ma et al., 2012; Hong et al., 2013; Wang and Wu, 2013; Hafsi et al., 2014). Moreover, some new low-K responsive genes, such as genes encoding mitochondrial and oxygen transport genes were also screened in this study.

Mitochondria, as the main site for aerobic respiration, are structures that generate most of the ATP in cells (Stoimenova et al., 2007). Therefore, the up-regulations of genes encoding mitochondria could provide energy for K^+^ transmembrane transportation. 

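Among the probe sets that Table S3 places in the mitochondrion, 4 of 5 rose in Sp. NK over C. NK at the study thresholds, with a median log2 fold change of 0.93 over the 5, and 3 of 5 others fell in Sp. LK below C. LK, with a median of -0.65. The largest rise was from 1104 ± 150 (SD, n = 3) in C. NK to 2224 ± 84.0 (SD, n = 3) in Sp. NK, a log2 fold change of 1.02 (standard error 0.25), and a second probe set, whose ID differs only in its ending, had 1199 ± 178 (SD, n = 3) and 2266 ± 77.1 (SD, n = 3). The other 2 that rose had 516 ± 118 (SD, n = 3) and 64.6 ± 7.12 (SD, n = 3) in C. NK, and 1000 ± 178 (SD, n = 3) and 114 ± 17.6 (SD, n = 3) in Sp. NK. The first of these also rose in Sp. LK over C. LK, by 1.31. The largest fall was from 1410 ± 325 (SD, n = 3) in C. LK to 291 ± 111.5 (SD, n = 3) in Sp. LK, a log2 fold change of -2.32 (standard error 0.61), and this probe set was up-regulated in C. LK vs. C. NK, which shares the C. LK arrays, with a log2 fold change of 1.62. The other 2 that fell had log2 fold changes of -0.59 and -0.78. Those that did not pass had log2 fold changes of 0.62 in Sp. NK, and of -0.65 and -0.62 in Sp. LK. The study placed these probe sets in the lists on the same arrays, so the counts are not independent evidence of direction.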

In the present study, genes encoding mitochondria were up-regulated in Sp. NK vs. C. NK and down-regulated in Sp. LK vs. C. LK, indicating that mitochondria might tend to provide more driving forces for K transmembrane transportation in the treatment of Sp. NK. In addition, the root K^+^ uptake was markedly reduced under conditions of oxygen deprivation, while the K^+^ uptake was improved when the oxygen supply was increased (Mugnai et al., 2011; Pottosin, 2014). In this study, the down-regulation of genes encoding oxygen transport reduced the O_2_ uptake ability in Sp. LK, suggesting that the energy produced by the oxygen transport-mediated aerobic respiration decreased in Sp. LK. Less energy led to a lower K^+^ influx rate in Sp. LK than in C. LK. Above all, the expression patterns of the above genes supported the active-foraging strategy in Sp. NK and a dormant-foraging strategy in Sp. LK.

The major physiological processes taking part in the adaption to K heterogeneity of wheat were the variations of root K^+^ and O_2_ flux rates between Sp. NK and Sp. LK. The root K^+^ uptake was markedly reduced under conditions of oxygen deprivation, while the K^+^ uptake was improved when the oxygen supply was increased (Mugnai et al., 2011; Pottosin, 2014). Therefore, O_2_ played an important role in K^+^ absorption. In the present study, both K^+^ and O_2_ influx rates in Sp. NK were higher than those in C. NK, while both K^+^ and O_2_ influx rates in Sp. LK were lower than those in C. LK. Root aerobic respiration could improve K transport ability by supplying more energy for plants under low-K stress (Singh and Blanke, 2000; Hafsi et al., 2014). The higher O_2_ influx rates provided more energy for K transport in Sp. NK, while the lower O_2_ influx rates led to a weaker K transport ability in Sp. LK. Therefore, the variations in root K^+^ and O_2_ flux rates between Sp. NK and Sp. LK supported the active-foraging strategy in Sp. NK and dormant-foraging strategy in Sp. LK. These physiological processes allow wheat the maximum utilization of energy, which could improve the adaption ability to the K heterogeneity of wheat.

The key genes involved in regulating the above physiological processes include genes with functions of respiratory gaseous exchange, mitochondrial respiratory chains and cellular respiration (Ta.28112.1.S1_at), potassium ion transport (Ta.113.1.S1_at, TaAffx.52479.1.S1_at), and oxygen transport (Ta.14486.1.S1_at). The up-regulation of the genes, which had the functions of respiratory gaseous exchange, mitochondrial respiratory chain and cellular respiration, led to increased O_2_ influx in Sp. NK. The increased O_2_ influx improved root aerobic respiration, which could supply more energy for K transport in Sp. NK (Singh and Blanke, 2000; Hafsi et al., 2014). Indeed, the overall influx rate of K^+^ in Sp. NK was higher than that in C. NK. On the other hand, the down-regulation of genes that have the functions of potassium ion transport and potassium ion transmembrane transporter activity, led to decreased K^+^ influx in Sp. LK.

Various researchers have shown that potassium ion transporters, such as *OsHAK1*, *HvHAK1*, *TaHKT1*, and *AtHAK5*, make great contributions to K^+^ uptake when the external K supply is low (Bañuelos et al., 2002; Garciadeblás et al., 2003; Gierth et al., 2005; Fulgenzi et al., 2008; Ruan et al., 2015). However, the potassium ion transport genes are down-regulated in Sp. LK, which is different from the previous studies performed under homogeneous low-K conditions. The main reason for this difference is that the root system in Sp. LK receives the control of system signals rather than local signals under the K heterogeneity condition. The system signals result in the root system performing the dormant-foraging strategy in Sp. LK. Likewise, the oxygen transport gene was down-regulated in Sp. LK, which could result in the O_2_ influx rate decreasing in Sp. LK. A lower O_2_ influx could make the energy supply for K transport decrease, which would lead to a lower K^+^ influx in Sp. LK. Overall, the key genes involved in regulating the above physiological processes could result in the active-foraging strategy in Sp. NK and dormant-foraging strategy in Sp. LK.

## Conclusion

The root foraging strategy of wheat for K heterogeneity has been reported. Based on the root morphology, root gene expression profiling and root fluxes of net K^+^ and O_2_, it was hypothesized that wheat roots tended to perform active-foraging strategies in Sp. NK and dormant-foraging strategies in Sp. LK through the following patterns: (1) roots elongated in Sp. NK rather than in Sp. LK; (2) low-K responsive genes, such as peroxidases, mitochondria, transcription factor activity, calcium ion binding and respiration, were up-regulated in Sp. NK rather than in Sp. LK; and (3) root K^+^ and O_2_ influxes increased in Sp. NK rather than in Sp. LK. Our findings may help in better understanding of the optimal root foraging strategy of wheat for K heterogeneity. The physiological traits (e.g., root morphology, root flux rates of K^+^ and O_2_) can be used as germplasm screening indicators for high yield wheat under the conservation tillage method of no-till with strip fertilization. In addition, the four key genes, with the functions of root respiration, potassium ion transport and oxygen transport, can be used as a reference for molecular marker assisted breeding for high yield wheat under the conservation agriculture approach of no-till with strip fertilization.

## Author Contributions

JZ and LR designed the experiments. LR and XX conducted the measurements, data analysis, and wrote the manuscript. BZ, HC, CZ, and DM assisted with the data analysis. LC assisted with the experiments. All authors reviewed the manuscript before the submission.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://sas.shbio.com/portal/root/molnet_shbh/index.jsp

2 http://bioinfo.cau.edu.cn/agriGO

3 http://www.ncbi.nlm.nih.gov/geo/

## Supplementary Material

Figure S1 Net K^+^ fluxes along root tips of wheat.

TABLE S1 Primers used in qRT-PCR experiments.

TABLE S2 Root morphological characteristics under potassium (K) heterogeneity.

TABLE S3 Potential key genes involved in the regulation of wheat root responses to K heterogeneity.

## Abbreviations

C. LK: a homogeneous K-deprived environment with both compartments had low K
C. NK: a homogeneous K-replete environment with both compartments had normal K
NMT: non-invasive Micro-test Technology
Sp. LK: a heterogeneous split environment with the compartment had low K
Sp. NK: a heterogeneous split environment with the compartment had normal K

## References

[B1] AlvarezJ. M.VidalE. A.GutiérrezR. A. (2012). Integration of local and systemic signaling pathways for plant N responses. *Curr. Opin. Plant Biol.* 15 185–191. 10.1016/j.pbi.2012.03.009 22480431

[B2] ArmengaudP.BreitlingR.AmtmannA. (2004). The potassium-dependent transcriptome of Arabidopsis reveals a prominent role of jasmonic acid in nutrient signaling. *Plant Physiol.* 136 2556–2576. 10.1104/pp.104.046482 15347784PMC523322

[B3] BañuelosM. A.GarciadeblasB.CuberoB.Rodríguez-NavarroA. (2002). Inventory and functional characterization of the HAK potassium transporters of rice. *Plant Physiol.* 130 784–795. 10.1104/pp.007781 12376644PMC166606

[B4] DuanJ.TianH.DrijberR. A.GaoY. (2015). Systemic and local regulation of phosphate and nitrogen transporter genes by arbuscular mycorrhizal fungi in roots of winter wheat (*Triticum aestivum* L.). *Plant Physiol. Biochem.* 96 199–208. 10.1016/j.plaphy.2015.08.006 26298806

[B5] FarmahaB. S.FernándezF. G.NafzigerE. D. (2011). No-till and strip-till soybean production with surface and subsurface phosphorus and potassium fertilization. *Agron. J.* 103 1862–1869. 10.2134/agronj2011.0149

[B6] FarmahaB. S.FernándezF. G.NafzigerE. D. (2012). Distribution of soybean roots, soil water, phosphorus and potassium concentrations with broadcast and subsurface-band fertilization. *Soil Sci. Soc. Am. J.* 76 1079–1089. 10.2136/sssaj2011.0202

[B7] FernándezF. G.BrouderS. M.VolenecJ. J.BeyroutyC. A.HoyumR. (2011). Soybean shoot and root response to localized water and potassium in a split-pot study. *Plant Soil* 344 197–212. 10.1007/s11104-011-0740-z

[B8] FernándezF. G.SorensenB. A.VillamilM. B. (2015). A comparison of soil properties after five years of no-till and strip-till. *Agron. J.* 107 1339–1346. 10.2134/agronj14.0549

[B9] FulgenziF. R.PeraltaM. L.ManganoS.DannaC. H.VallejoA. J.PuigdomenechP. (2008). The ionic environment controls the contribution of the barley HvHAK1 transporter to potassium acquisition. *Plant Physiol.* 147 252–262. 10.1104/pp.107.114546 18359846PMC2330294

[B10] GarciadeblásB.SennM. E.BañuelosM. A.Rodríguez-NavarroA. (2003). Sodium transport and HKT transporters: the rice model. *Plant J.* 34 788–801. 10.1046/j.1365-313X.2003.01764.x12795699

[B11] GiehlR. F.GruberB. D.von WirénN. (2014). It’s time to make changes: modulation of root system architecture by nutrient signals. *J. Exp. Bot.* 65 769–778. 10.1093/jxb/ert421 24353245

[B12] GiehlR. F.von WirénN. (2014). Focus issue on roots: root nutrient foraging. *Plant Physiol.* 166 509–517. 10.1104/pp.114.245225 25082891PMC4213083

[B13] GierthM.MaserP.SchroederJ. I. (2005). The potassium transporter AtHAK5 functions in K+ deprivation-induced high-affinity K+ uptake and AKT1 K+ channel contribution to K+ uptake kinetics in Arabidopsis roots. *Plant Physiol.* 137 1105–1114. 10.1104/pp.104.057216 15734909PMC1065410

[B14] GruberB. D.GiehlR. F. H.FriedelS.von WirénN. (2013). Plasticity of the Arabidopsis root system under nutrient deficiencies. *Plant Physiol.* 163 161–179. 10.1104/pp.113.218453 23852440PMC3762638

[B15] GuanP.WangR.NacryP.BretonG.KayS. A.Pruneda-PazJ. L. (2014). Nitrate foraging by Arabidopsis roots is mediated by the transcription factor TCP20 through the systemic signaling pathway. *Proc. Natl. Acad. Sci. U.S.A.* 111 15267–15272. 10.1073/pnas.1411375111 25288754PMC4210337

[B16] GuptaS.YadavB. S.RajU.FreilichS.VaradwajP. K. (2017). Transcriptomic analysis of soil grown *T. aestivum* cv. root to reveal the changes in expression of genes in response to multiple nutrients deficiency. *Front. Plant Sci.* 8:1025. 10.3389/fpls.2017.01025 28690617PMC5479913

[B17] HafsiC.DebezA.AbdellyC. (2014). Potassium deficiency in plants: effects and signaling cascades. *Acta Physiol. Plant.* 36 1055–1070. 10.1007/s00709-015-0845-y 26085375

[B18] HalingR. E.BrownL. K.StefanskiA.KiddD. R.RyanM. H.SandralG. A. (2018). Differences in nutrient foraging among *Trifolium subterraneum* cultivars deliver improved P-acquisition efficiency. *Plant Soil* 424 539–554. 10.1007/s11104-017-3511-7

[B19] HassanZ. U.ArshadM. (2010). Cotton growth under potassium deficiency stress is influenced by photosynthetic apparatus and root system. *Pak. J. Bot.* 42 917–925.

[B20] HeldK.PascaudF.EckertC.GajdanowiczP.HashimotoK.CorratgéfaillieC. (2011). Calcium dependent modulation and plasma membrane targeting of the AKT2 potassium channel by the CBL4/CIPK6 calcium sensor/protein kinase complex. *Cell Res.* 21 1116–1130. 10.1038/cr.2011.50 21445098PMC3193494

[B21] HoC. H.TasyY. F. (2010). Nitrate, ammonium and potassium sensing and signaling. *Curr. Opin. Plant Biol.* 13 604–610. 10.1016/j.pbi.2010.08.005 20833581

[B22] HodgeA. (2004). The plastic plant: root responses to heterogeneous supplies of nutrients. *New Phytol.* 162 9–24. 10.1111/j.1469-8137.2004.01015.x

[B23] HongJ. P.TakeshiY.KondouY.SchachtmanD. P.MatsuiM.ShinR. (2013). Identification and characterization of transcription factors regulating Arabidopsis HAK5. *Plant Cell Physiol.* 54 1478–1490. 10.1093/pcp/pct094 23825216

[B24] Hong-HermesdorfaA.BrüxaA.GrüberbA.GrüberbG.SchumacherK. (2006). A WNK kinase binds and phosphorylates V-ATPase subunit C. *FEBS Lett.* 580 932–939. 10.1016/j.febslet.2006.01.018 16427632

[B25] JacksonR. B.CaldwellM. M. (1993). The scale of nutrient heterogenity around individual plants and its quantification with geostatistics. *Ecology* 74 612–614. 10.2307/1939320

[B26] JungJ. Y.RyoungS.DanielP. S. (2009). Ethylene mediates response and tolerance to potassium deprivation in Arabidopsis. *Plant Cell* 21 607–621. 10.1105/tpc.108.063099 19190240PMC2660615

[B27] KassamA.FriedrichT.DerpschR. (2018). Global spread of conservation agriculture. *Int. J. Environ. Stud.* 8:1494927 10.1080/00207233.2018.1494927

[B28] KellermeierF.ChardonF.AmtmannA. (2013). Natural variation of Arabidopsis root architecture reveals complementing adaptive strategies to potassium starvation. *Plant Physiol.* 161 1421–1432. 10.1104/pp.112.211144 23329148PMC3585606

[B29] KimM. J.CianiS.SchachtmanD. P. (2010). A peroxidase contributes to ROS production during Arabidopsis root response to potassium deficiency. *Mol. Plant* 3 420–427. 10.1093/mp/ssp121 20139158

[B30] KimM. J.RuzikaD.ShinR.SchachtmanD. P. (2012). The Arabidopsis AP2/ERF transcription factor RAP2.11 modulates plant response to low-potassium conditions. *Mol. Plant* 5 1042–1057. 10.1093/mp/sss003 22406475

[B31] KroukG.MirowskiP.LecunY.ShashaD. E.CoruzziG. M. (2010). Predictive network modeling of the high-resolution dynamic plant transcriptome in response to nitrate. *Genome Biol.* 11:R123. 10.1186/gb-2010-11-12-r123 21182762PMC3046483

[B32] LeeS.SergeevaL. I.VreugdenhilD. (2017). Natural variation of hormone levels in Arabidopsis roots and correlations with complex root architecture. *J. Integr. Plant Biol.* 60 292–309. 10.1111/jipb.12617 29205819PMC5947113

[B33] LeeS. C.LanW. Z.KimB. G.LiL.YongH. C.PandeyG. K. (2007). A protein phosphorylation/dephosphorylation network regulates a plant potassium channel. *Proc. Natl. Acad. Sci. U.S.A.* 104 15959–15964. 10.1073/pnas.0707912104 17898163PMC2000415

[B34] LeighR. A.Wyn JonesR. G. (1984). A hypothesis relating critical potassium concentrations for growth to the distribution and function of this ion in the plant cell. *New Phytol.* 97 1–13. 10.1111/j.1469-8137.1984.tb04103.x

[B35] LiD.NanH.LiangJ.ChengX.ZhaoC. Z.YinH. J. (2017). Responses of nutrient capture and fine root morphology of subalpine coniferous tree *Picea asperatato* nutrient heterogeneity and competition. *PLoS One* 12:e0187496. 10.1371/journal.pone.0187496 29095947PMC5667764

[B36] LiuJ.HanL.ChenF.BaoJ.ZhangF.MiG. (2008). Microarray analysis reveals early responsive genes possibly involved in localized nitrate stimulation of lateral root development in maize (*Zea mays* L.). *Plant Sci.* 175 272–282. 10.1016/j.plantsci.2008.04.009

[B37] LiuY.DonnerE.LombiE.LiR.WuZ.ZhaoF. J. (2013). Assessing the contributions of lateral roots to element uptake in rice; using an auxin-related lateral root mutant. *Plant Soil* 372 125–136. 10.1007/s11104-012-1582-z

[B38] MaQ.RengelZ.BowdenB. (2007). Heterogeneous distribution of phosphorus and potassium in soil influences wheat growth and nutrient uptake. *Plant Soil* 291 301–309. 10.1007/s11104-007-9197-5

[B39] MaT. L.WuW. H.WangY. (2012). Transcriptome analysis of rice root responses to potassium deficiency. *BMC Plant Biol.* 12:161. 10.1186/1471-2229-12-161 22963580PMC3489729

[B40] McnickleG. G.St ClairC. C.CahillJ. F. (2009). Focusing the metaphor: plant root foraging behaviour. *Trends Ecol. Evol.* 24 419–426. 10.1016/j.tree.2009.03.004 19409652

[B41] MillsH. A.JonesJ. B. (1996). *Plant Analysis Handbook*, 2nd Edn Athens: Micro-Macro Press, 45–48.

[B42] MittlerR.VanderauweraS.GolleryM.VanB. F. (2004). Reactive oxygen gene network of plants. *Trends Plant Sci.* 9 490–498. 10.1016/j.tplants.2004.08.009 15465684

[B43] MugnaiS.MarrasA. M.MancusoS. (2011). Effect of hypoxic acclimation on anoxia tolerance in Vitis roots: response of metabolic activity and K+ fluxes. *Plant Cell Physiol.* 52 1107–1116. 10.1093/pcp/pcr061 21551160

[B44] PatersonE.SimA.StandingD.DorwardM.McdonaldA. J. (2006). Root exudation from *Hordeum vulgare* in response to localized nitrate supply. *J. Exp. Bot.* 57 2413–2420. 10.1093/jxb/erj214 16766600

[B45] PottosinI. (2014). Regulation of potassium transport in plants under hostile conditions: implications for abiotic and biotic stress tolerance. *Physiol. Plant.* 151 257–279. 10.1111/ppl.12165 24506225

[B46] RevelA. T.TalaatA. M.NorgardM. V. (2002). DNA microarray analysis of differential gene expression in *Borrelia burgdorferi*, the Lyme disease spirochete. *Proc. Natl. Acad. Sci. U.S.A.* 99 1562–1567. 10.1073/pnas.032667699 11830671PMC122230

[B47] RichardM.BernhardtT.BellG. (2000). Environmental heterogeneity and the spatial structire of fern species diversity in one hectare of old-growth forest. *Ecography* 23 231–245. 10.1111/j.1600-0587.2000.tb00279.x

[B48] RobagliaC.ThomasM.MeyerC. (2012). Sensing nutrient and energy status by SNRK1 and TOR kinases. *Curr. Opin. Plant Biol.* 15 301–307. 10.1016/j.pbi.2012.01.012 22305521

[B49] RömheldV.KirkbyE. A. (2010). Research on potassium in agriculture: needs and prospects. *Plant Soil* 335 155–180. 10.1007/s11104-010-0520-1

[B50] RuanL.WeiK.WangL.ChengH.ZhangF.WuL. (2016). Characteristics of NH4+ and NO3- fluxes in tea (*Camellia sinensis*) roots measured by scanning ion-selective electrode technique. *Sci. Rep.* 6:38370. 10.1038/srep38370 27918495PMC5137579

[B51] RuanL.ZhangJ. B.XinX. L.ZhangC. Z.MaD. H.ChenL. (2015). Comparative analysis of potassium deficiency-responsive transcriptomes in low potassium susceptible and tolerant wheat (*Triticum aestivum* L.). *Sci. Rep.* 5:10090. 10.1038/srep10090 25985414PMC4650753

[B52] RuffelS.CoruzziG. M.RistovaD.ShashaD.BirnbaumK. D.CoruzziG. M. (2011). Nitrogen economics of root foraging: transitive closure of the nitrate-cytokinin relay and distinct systemic signaling for n supply vs. demand. *Proc. Natl. Acad. Sci. U.S.A.* 108 18524–18529. 10.1073/pnas.1108684108 22025711PMC3215050

[B53] SchachtmanD. P.ShinR. (2007). Nutrient sensing and signaling: NPKS. *Annu. Rev. Plant Biol.* 58 47–69. 10.1146/annurev.arplant.58.032806.103750 17067284

[B54] ShabnamR.IqbalM. T. (2016). Understanding phosphorus dynamics on wheat plant under split-root system in alkaline soil. *Braz. J. Sci. Technol.* 3:19 10.1186/s40552-016-0031-6

[B55] ShenJ.LiH.NeumannG.ZhangF. (2005). Nutrient uptake, cluster root formation and exudation of protons and citrate in *Lupinus albus*, as affected by localized supply of phosphorus in a split-root system. *Plant Sci.* 168 837–845. 10.1016/j.plantsci.2004.10.017

[B56] ShinR.BergR. H.SchachtmanD. P. (2005). Reactive oxygen species and root hairs in Arabidopsis root response to nitrogen, phosphorus and potassium deficiency. *Plant Cell Physiol.* 46 1350–1357. 10.1093/pcp/pci145 15946982

[B57] ShinR.SchachtmanD. P. (2004). Hydrogen peroxide mediates plant root cell response to nutrient deprivation. *Proc. Natl. Acad. Sci. U.S.A.* 101 8827–8832. 10.1073/pnas.0401707101 15173595PMC423280

[B58] SinghP.BlankeM. M. (2000). Deficiency of potassium but not phosphorus enhances root respiration. *Plant Growth Regul.* 32 77–81. 10.1023/A:1006397611793

[B59] StoimenovaM.IgamberdievA. U.GuptaK. J.HillR. D. (2007). Nitrite-driven anaerobic ATP synthesis in barley and rice root mitochondria. *Planta* 226 465–474. 10.1007/s00425-007-0496-0 17333252

[B60] SunB.GaoY.LynchJ. (2018). Large crown root number improves topsoil foraging and phosphorus acquisition. *Plant Physiol.* 177 90–104. 10.1104/pp.18.00234 29618638PMC5933112

[B61] SzczerbaM. W.BrittoD. T.KronzuckerH. J. (2009). K+ transport in plants: physiology and molecular biology. *J. Plant Physiol.* 166 447–466. 10.1016/j.jplph.2008.12.009 19217185

[B62] TabataR.SumidaK.YoshiiT.OhyamaK.ShinoharaH.MatsubayashiY. (2014). Perception of root-derived peptides by shoot LRR-RKs mediates systemic N-demand signaling. *Science* 346 343–346. 10.1126/science.1257800 25324386

[B63] TrevisanS.ManoliA.RavazzoloL.BottonA.PivatoM.MasiA. (2015). Nitrate sensing by the maize root apex transition zone: a merged transcriptomic and proteomic survey. *J. Exp. Bot* 66 3699–3715. 10.1093/jxb/erv165 25911739PMC4473975

[B64] WangY.WuW. H. (2013). Potassium transport and signaling in higher plants. *Annu. Rev. Plant Biol.* 64 451–476. 10.1146/annurev-arplant-050312-120153 23330792

[B65] WilliamsA.DavisA. S.JillingA.GrandyA. S.KoideR. T.MortensenD. A. (2017). Reconciling opposing soil processes in row-crop agroecosystems via soil functional zone management. *Agric. Ecosyst. Environ.* 236 99–107. 10.1016/j.agee.2016.11.012

[B66] WuL. H.WangY.NieJ.FanX. H.ChengY. Y. (2013). A network pharmacology approach to evaluating the efficacy of Chinese medicine using genome-wide transcriptional expression data. *Evid. Based Complement. Alternat. Med.* 2013:915343. 10.1155/2013/915343 23737854PMC3666440

[B67] ZengQ.ZhangP.WuZ.XueP.LuD.YeZ. (2014). Quantitative proteomics reveals ER-α involvement in CD146-induced epithelial-mesenchymal transition in breast cancer cells. *J. Proteomics* 103 153–169. 10.1016/j.jprot.2014.03.033 24704855

[B68] ZhangJ.YuH.ZhangY.WangY.LiM.ZhangJ. (2016). Increased abscisic acid levels in transgenic maize overexpressing AtLOS5 mediated root ion fluxes and leaf water status under salt stress. *J. Exp. Bot.* 67 1339–1355. 10.1093/jxb/erv528 26743432PMC4762378

[B69] ZhaoX.LiuS. L.PuC.ZhangX. Q.XueJ. F.RenY. X. (2017). Crop yields under no-till farming in china: a meta-analysis. *Eur. J. Agric.* 84 67–75. 10.1038/nature13809 25337882

[B70] ZhaoX. H.Hai-QiuY. U.WenJ.WangX. G.QiD. U.WangJ. (2016). Response of root morphology, physiology and endogenous hormones in maize (*Zea mays* L.) to potassium deficiency. *J. Integr. Agric.* 15 785–794. 10.1016/S2095-3119(15)61246-1

[B71] ZhengC.HuangY. C.LiangJ. H.FengZ.ZhuY. G. (2012). A novel sediment microbial fuel cell with a biocathode in the rice rhizosphere. *Bioresour. Technol.* 108 55–59. 10.1016/j.biortech.2011.10.040 22265978

[B72] ZhouC.JiangW.LiY.HonX.LiuA.CaiL. (2017). Morphological plasticity and phosphorus uptake mechanisms of hybrid eucalyptus roots under spatially heterogeneous phosphorus stress. *J. For. Res.* 28 713–724. 10.1007/s11676-016-0335-x

[B73] ZhuZ.LiC.ZengY.DingJ.QuZ.GuJ. (2016). PHB associates with the HIRA complex to control an epigenetic-metabolic circuit in human ESCs. *Cell Stem Cell* 20 274–289. 10.1016/j.stem.2016.11.002 27939217

# Supplementary material for: Potential Root Foraging Strategy of Wheat (Triticum aestivum L.) for Potassium Heterogeneity
**Source:** Front Plant Sci. 2018 Nov 27;9:1755. doi: 10.3389/fpls.2018.01755
**Supplement:** TABLE S1 — Primers used in qRT-PCR experiments.

**Supplementary Table S1**: Primers used in qRT-PCR experiments.

| **Probe_Set_ID** | **Forward primer (5'-3')** | **Reverse primer (5'-3')** |
| --- | --- | --- |
| Ta.25219.1.A1_at | GTGCCGTGGGAGGATTTCG | GCAGTGCCGTTCTGTTTGTTTC |
| Ta.113.1.S1_at | TGCCAGGACAAACCATACAGC | GCCTTCCATAGAGCATGACCA |
| Ta.92.1.S1_s_at | ATGACCCTGACCGGCGTGTA | GTCAACTGCCAATGGAACTGC |
| Ta.593.2.S1_x_at | GGGAGCGTGCTACTTCATCTAC | CAAGACCAGCAACAACGAAATG |
| Ta.6556.1.S1_x_at | AAGAATCCTACAAGGACAGCACC | GGAAGTCCAGAGGGTCAAGTTATC |
| Ta.30726.1.S1_at | TGTTCGGTTGCTTGATGTAGTAG | CACGCATTATAAATTTTGGG |
| Ta.30668.1.S1_at | CAGCATGATCCCTATTTGTGAG | TAACACGCTTGTTAACGCTTG |
| Ta.22338.2.S1_a_at | AGAAGAGAACGTCTGTCATCTGC | ACGTTCTCCTCTTACTCAGAGTCT |
| Ta.9143.1.S1_at | CTACGATTTCCATGTTCCAGTG | CCGTTCTGGACGTAGCAAAAC |
| Ta.1207.1.S1_s_at | ATCTTGTTGCTTACGGGAGGA | GTGTAGAAAGTGTTGCGGTCAT |
| Ta.3305.2.S1_a_at | CACCGGATGCCAAGATGTTC | CCTTCAGCTTGACGACGGACT |
| Ta.4969.1.S1_x_at | GACCACCTCAAGAACACCTCC | GCAGCGAAGCGCAATACTAC |

# Supplementary material for: Potential Root Foraging Strategy of Wheat (Triticum aestivum L.) for Potassium Heterogeneity
**Source:** Front Plant Sci. 2018 Nov 27;9:1755. doi: 10.3389/fpls.2018.01755
**Supplement:** TABLE S2 — Root morphological characteristics under potassium (K) heterogeneity.

**Supplementary Table S2:** Root morphological characteristics under potassium (K) heterogeneity.

| **Treatments** | **Total root length (cm)** | **Total root surface area (cm^2^)** | **Root tips** | **Total root length / Root tips (cm)** |
| --- | --- | --- | --- | --- |
| Sp_0_. NK | 802.33 ± 19.71b | 97.01 ± 1.07b | 693 ± 7.97b | 1.16 ± 0.04b |
| Sp_0_. MK | 768.94 ± 6.3b | 87.51 ± 1.43c | 642 ± 8.37c | 1.2 ± 0.03b |
| Sp. NK | 1086.24 ± 45.94a | 111.12 ± 3.37a | 763 ± 13.17a | 1.42 ± 0.06a |
| Sp. LK | 624.12 ± 12.93c | 62.96 ± 0.87d | 557 ± 9.62d | 1.12 ± 0.04b |

Note: This table showed two types of K heterogeneity as follows: (1) Sp_0_. MK/Sp_0_. NK: one compartment had 0.5 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_; (2) Sp. LK/Sp. NK: one compartment had 0.005 mmol L^-1^ K_2_SO_4_, and the other had 1.0 mmol L^-1^ K_2_SO_4_. Data were means ± SE (n = 3). Different letters showed significant differences at the level of *P* < 0.05.

# Supplementary material for: Potential Root Foraging Strategy of Wheat (Triticum aestivum L.) for Potassium Heterogeneity
**Source:** Front Plant Sci. 2018 Nov 27;9:1755. doi: 10.3389/fpls.2018.01755
**Supplement:** TABLE S3 — Potential key genes involved in the regulation of wheat root responses to K heterogeneity.

**Supplementary Table S3:** Potential key genes involved in the regulation of wheat root responses to K heterogeneity.

| **Up-regulated genes in Sp. NK vs C. NK** | | **Down-regulated genes in Sp. LK vs C. LK** | |
| --- | --- | --- | --- |
| Iron ion binding | Ta.1457.1.S1_x_at | Iron ion binding | Ta.21061.3.S1_at |
|  | Ta.3529.1.S1_at |  | Ta.5546.3.S1_a_at |
|  | Ta.18497.1.S1_at |  |  |
|  | Ta.6801.1.A1_at |  |  |
| Mitochondrion | Ta.3529.1.S1_at | Mitochondrion | Ta.27139.1.S1_x_at |
|  | Ta.4593.1.A1_at |  | TaAffx.88356.1.S1_at |
|  | TaAffx.9460.1.S1_at |  | Ta.943.1.A1_x_at |
|  | Ta.10549.1.A1_x_at |  | Ta.24720.2.S1_at |
|  | Ta.10549.1.A1_at |  | Ta.23081.1.S1_x_at |
| Transcription factor activity | TaAffx.9231.2.S1_s_at | Transcription factor activity | TaAffx.70539.1.A1_at |
|  | TaAffx.9231.2.S1_x_at |  | Ta.8614.1.S1_at |
|  | Ta.4678.3.S1_x_at |  | TaAffx.128540.1.S1_at |
|  | Ta.9239.1.A1_x_at |  | Ta.27144.1.S1_a_at |
|  | Ta.16082.2.S1_x_at |  |  |
|  | Ta.17378.1.S1_at |  |  |
|  | Ta.16082.1.A1_at |  |  |
| Cytoplasmic membrane-bounded vesicle | Ta.303.2.S1_x_at | Cytoplasmic membrane-bounded vesicle | TaAffx.128795.28.S1_at |
|  | Ta.23127.2.S1_x_at |  | Ta.3232.1.S1_a_at |
|  | TaAffx.130164.1.S1_x_at |  | Ta.25583.1.S1_at |
|  | Ta.1763.1.S1_x_at |  | Ta.7883.1.S1_x_at |
|  | Ta.29367.1.S1_at |  | Ta.4058.1.S1_at |
|  | Ta.8600.1.S1_s_at |  | TaAffx.56333.1.S1_at |
|  | Ta.13988.1.S1_at |  | Ta.9697.1.S1_s_at |
|  | Ta.23127.1.S1_at |  | Ta.1290.1.S1_x_at |
|  | Ta.19463.1.S1_at |  | Ta.13938.1.S1_at |
|  | TaAffx.98425.1.S1_s_at |  | TaAffx.560.3.S1_at |
|  |  |  | Ta.1290.1.S1_a_at |
| Plastid | TaAffx.24253.1.S1_s_at | Plastid | Ta.28907.2.S1_x_at |
|  | Ta.103.1.S1_at |  | TaAffx.124056.1.S1_at |
|  | TaAffx.117450.1.S1_at |  | Ta.5546.1.S1_a_at |
|  | TaAffx.98004.1.S1_at |  | Ta.113.1.S1_at |
|  | Ta.25405.2.S1_a_at |  | Ta.1995.1.S1_at |
| Calcium ion binding | Ta.2882.1.S1_at |  | Ta.8531.1.A1_at |
|  | Ta.23032.2.S1_x_at |  | Ta.23081.2.S1_a_at |
|  | Ta.11016.1.S1_at |  | Ta.10832.1.S1_at |
| Glutathione transferase | Ta.3681.1.S1_x_at |  | Ta.25578.1.S1_a_at |
|  | Ta.3679.1.S1_x_at |  | Ta.1995.3.S1_a_at |
|  | Ta.1457.1.S1_x_at | Methyltransferase | Ta.5529.1.A1_x_at |
|  | Ta.303.2.S1_x_at | Protein amino acid phosphorylation | Ta.27859.1.A1_at |
| Cellular respiration | Ta.22678.1.A1_s_at |  | TaAffx.102420.1.S1_at |
| Jasmonic acid mediated signaling pathway | Ta.25405.2.S1_a_at | Potassium ion transport | Ta.113.1.S1_at |
| Respiratory gaseous exchange | Ta.28112.1.S1_at |  | TaAffx.52479.1.S1_at |
|  |  | Protein serine/threonine kinase activity | Ta.27576.1.A1_at |
|  |  |  | Ta.5331.1.A1_x_at |
|  |  | Oxygen transport | Ta.14486.1.S1_at |

How the deposited data were processed for this re-analysis (not part of the article)

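Roots of wheat seedlings under uniform and split K supply were measured on 12 arrays, 3 for each of C. LK, Sp. LK, Sp. NK and C. NK. The authors normalized the signals with the MAS 5.0 algorithm in GeneSpring and deposited them as log2 values, 1 value per probe set and array. The linear signals of every array have a mean of 500.1 without the outer 2% of probe sets, so the scaling fixes the total signal of an array and differences between groups are relative to it. The paper describes the arrays as biological replicates of 20 plants each. It does not say whether the Sp. LK and Sp. NK arrays of one number came from the same plants, or that a number marks a shared batch or day. The deviations from the group means of arrays of one number correlated over the brighter probe sets at r above 0.1 in 9 of 18 pairs, and in all 3 pairs for Sp. NK with C. NK only (0.27, 0.16 and 0.28), where each array correlated best with its own number. For that comparison the numbers may pair the arrays, which is a hint from the data and not the design. It was picked among all pairs of groups, and chance can give such a match. The choice was made after the other fit with a block had been seen. Each of the other 5 pairs of groups held a negative r. Arrays of different numbers were not compared there, so a pairing is not excluded. For both sides of the split roots, which may come from the same plants, r was -0.15, 0.21 and 0.22. The main fit did not pair them. Raw intensities were not used here, so the authors' background correction and summary of the probes were kept as deposited, and no detection calls were used. Between 30.5% and 33.9% of the probe sets of an array had a signal under 32, and such signals carry little above background. The precision is limited by the 3 arrays per group. The 3' minus 5' signal of sucrose synthase, a measure of RNA degradation, was 4.29 to 4.51 on the log2 scale in C. NK. It was lower on every array of C. LK (3.86 to 4.06) and of Sp. NK (3.71 to 4.2), while that of G-6-PDH overlapped between these groups. RNA quality may thus differ in the comparisons of C. LK and of Sp. NK with C. NK.

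The 111 array control probe sets were left out and 61179 probe sets were tested in R 4.3.3 with limma 3.58.1 (lmFit over the means of the 4 groups, then eBayes with a trend of the variance on the mean), with no further scaling and no filter. The comparisons were C. LK vs. C. NK, Sp. LK vs. C. LK, Sp. NK vs. C. NK, Sp. LK against Sp. NK, the difference of the low-K response between split and uniform supply, and Sp. NK against C. LK. Counts at the study thresholds use an unadjusted p under 0.05 and a fold change above 1.5. The paper's methods name an ANOVA and t-tests and no correction for the number of probe sets. Adjusted p are those of Benjamini and Hochberg over 61179 probe sets. The brighter probe sets are the 30590 with a mean log2 signal at or above the median. Exact permutation tests were two-sided.

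The named genes followed a rule fixed before the data were examined. It took every probe set named in the paper's text, in Figs. 2B, 4A and 5A and in Tables S1 and S3, whose listing and stated direction had been seen, and in each comparison the 10 largest rises and the 10 largest falls among probe sets past an adjusted p of 0.05, or past the study thresholds where fewer than 20 passed, in the brighter range, with exactly 1 gene symbol and with every array of one group beyond every array of the other. Chance gives such a separation to 10% of probe sets with 3 arrays against 3, a share that does not hold for those already past a threshold. The rule also took 2 members of each fixed gene list that was called, and none was. A gene name stands for the probe set whose values are given, and other probe sets with the same symbol did not always change with it. Probe sets with no gene symbol are described by their category and place in the paper's figures and tables. The probe sets of Fig. 2B were read from the picture, their list was completed after the values of 10 of the 38 had been seen, and no set test was run on them.

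The platform annotation gives 1 gene symbol to 1273 probe sets, which hold 771 symbols, and no symbol to 59906. The gene identifiers of 1272 of the 1273 were matched to the gene table of the IWGSC CS RefSeq v2.1 assembly, used for names only. Of 21 gene lists fixed in advance in the same way, 5 matched a gene (class III peroxidases, glutathione S-transferases, cell wall, pathogenesis-related and heat shock genes), with at most 1 gene each, so that none reached the 5 members needed for a test. In their place, 9 lists were written from the gene names in the annotation, after the annotation and some of the probe sets that vary within groups had been seen: core histones, tubulins, photosynthesis, seed storage, defence, translation, dehydrins and LEA proteins, peroxide and glutathione enzymes, and ion transport and metal uptake. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation.

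The fit was tested on simulated data for C. LK vs. C. NK over 61179 probe sets. Of 50 probe sets changed 1.5-fold, 2-fold, 4-fold and 8-fold each, 4, 31, 49 and 50 were recovered after adjustment, with 7 false calls, and 24, 50, 50 and 50 at the study thresholds, with 2092 false calls. Overlaps and correlations of comparisons that share arrays were set beside 100 simulations with no effect that kept the shared arrays. So was the overlap of Sp. LK vs. C. LK with Sp. NK vs. C. NK, which have no arrays in common. Each simulated array is a random mixture of the observed deviations of the arrays from their group means. Noise private to a probe set is thus simulated as shared noise, which can widen the spread, so a value within it does not exclude an effect. The simulations leave out the possible pairing of Sp. NK with C. NK. By the covariance within the pairs this would lower the simulated mean covariance of C. LK vs. C. NK with Sp. NK vs. C. NK from 0.0396 to 0.02986.

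The alternatives fixed in advance were median centring, quantile normalization, an offset of 32 on the linear scale, the brighter probe sets alone, eBayes without the trend, a fit of each pair of groups alone, the replicate number as a block, the methods' t-test, a fold from linear means, an ANOVA first, and each of the 12 arrays left out in turn. Chosen after the data had been seen were a mean signal of at least 256 or a mean log2 signal over 8 in either group, each with the methods' t-test and a linear fold, the methods' t-test on linear signals, the array score on the first within-group component as a covariate, the first 1, 2 or 3 within-group components as covariates, and the replicate number as a block in a fit of the 6 arrays of Sp. NK and C. NK alone. The values of the low-K difference for the 4 probe sets of Figs. 4A and 5A and the count for Sp. NK against C. LK under each alternative, the adjustment over these 4, the tally of the paper's items under each alternative and the 4 overlaps that the paper gives as empty were added after the main results had been seen. Measurements of root morphology and of ion and oxygen flux were not analysed here.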

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

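The tests of the shared arrays, of the local K supply, of RNA degradation, of a difference between the 4 conditions of the splits of 6 arrays and of the splits and covariance that keep the replicate pairs, and the adjustment over 4 probe sets, were chosen only after the result was seen. The 4 probe sets of Figs. 4A and 5A were chosen by the study on these arrays, in part for the changes in Sp. LK or Sp. NK that enter the difference below, so an adjustment over these 4 is no independent evidence that their responses differed, and over all probe sets none passed. The response to low K of the potassium transport gene LOC543226 was 1.87 on the log2 scale from C. NK to C. LK and 0.31 from Sp. NK to Sp. LK, a difference of -1.56 (standard error 0.45, adjusted p = 0.015 over the 4 and 0.98 over all probe sets in limma). Its signal was higher in 3 of 3 arrays of C. LK than in every other array. The oxygen transport gene LOC543086 had a response of 0.40 in uniform and -0.30 in split supply, a difference of -0.70 (standard error 0.27, adjusted p = 0.043 over the 4 and 0.98 over all). Its difference missed an unadjusted p of 0.05 without C. LK replicate 2 (-0.55), Sp. LK replicate 3 (-0.61) or C. NK replicate 1 (-0.54), and without the variance trend, with an unadjusted p of 0.051. The other potassium transport probe set and the respiration probe set had differences of -0.30 and -0.50 with adjusted p of 0.51 and 0.18 over the 4, and the latter passed an unadjusted p of 0.05 without C. LK replicate 2 (-0.68). Among all probe sets, the difference of the low-K response gave 2169 DEGs at the study thresholds and 0 after adjustment in limma, with 2396 at an unadjusted p under 0.05, where 3059 are expected by chance, and the methods' t-test was not run on it.

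In Sp. NK against C. LK, which the paper does not report as a comparison, 1 probe set passed in limma, with an adjusted p of 0.027. It is the probe set with the largest fall from C. LK to Sp. LK among the 8 of Fig. 2B that were higher in C. LK and lower in Sp. LK, and it had a normalized signal of 334 ± 92.85 (SD, n = 3) in Sp. NK and 1192 ± 126 (SD, n = 3) in C. LK, a log2 fold change of -1.87 (standard error 0.21), lower in 3 of 3 arrays, with 3731 probe sets at an unadjusted p under 0.05. The number of probe sets past the adjustment there was 0 in a fit of this pair of groups alone, with the methods' t-test, without the variance trend, and without C. LK replicate 1, C. LK replicate 2, any one replicate of Sp. LK, Sp. NK replicate 2 or C. NK replicate 2, and it was 5 without C. LK replicate 3, 3 with the replicate number as a block and 1 with median centring, quantile normalization or the offset of 32.

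The log2 fold changes of Sp. LK against C. LK ran against those of C. LK vs. C. NK, and those of Sp. NK against C. NK ran with them. Shared arrays are a candidate explanation that the tables leave in place for both, since the observed covariances differed from the mean of 100 simulations with no effect by -0.0253 and -0.0149 (-0.00515 for the latter with the possible pairing of Sp. NK with C. NK allowed for), within the spread of the simulations. That spread can be too wide, because the simulations treat noise private to a probe set as shared, so an effect beyond the shared arrays is not excluded. Chance in how the 9 arrays behind each pair fall into groups is not excluded, with 8 of 100 splits giving as many opposite calls as the observed 689 (highest other 1210) and 51 of 100 giving as many calls in the same direction as the observed 458 (highest other 1008), as did 51 of 100 splits that keep the replicate pairs of Sp. NK and C. NK parted (highest other 837). A component shared by replicate arrays cannot be told apart from none for the opposite pattern, since with the array score as a covariate the covariance in excess of noise was -0.00368. The 3' minus 5' signal of sucrose synthase was higher on every array of C. NK than on those of C. LK and Sp. NK, while that of G-6-PDH overlapped. A difference of C. NK in RNA quality was not tested as a source of the changes in the same direction. A response to the local K supply alone gives no difference between roots of the same supply and so no such pattern, which leaves its test (a covariance of -0.00712 of C. LK vs. C. NK with Sp. LK against Sp. NK) without bearing here, and a response to the supply on the other side of the split roots, the biological explanation that the design gives, stays open as untested.

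In Sp. LK against C. LK, 9.68% of the brighter probe sets had an unadjusted p under 0.05. Probe sets that vary together by chance are not excluded as its source, since the share was as high in 17 of 100 simulations with no effect. These simulations treat noise private to a probe set as shared, so they can overstate how often such a share arises. With the array score as a covariate the share was 5.97%, and the component that replicate arrays share cannot be told apart from none because the simulated shares had an SD of 5.87 percentage points. The effect of the split supply itself stays open and was not tested apart from these.

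Between replicate arrays of one group, many probe sets varied together on a component that held 28% of the within-group variance of the brighter probe sets (16.2% on the second) and on which C. LK replicate 2 and C. NK replicate 3 scored 54.5 and 41.9 and Sp. LK replicate 2 and Sp. NK replicate 1 scored -44.5 and -35.4. The named genes it moved included LOC606359 (all 3 of its probe sets, 1 of them from 102.4 to 3822 in normalized signal between the arrays of C. NK), a probe set of the tubulin gene TUBA (from 134.9 to 1999 between those of Sp. NK), the xyloglucan endotransglycosylase gene XTH and the agglutinin gene WGA2, and PR5 in the other direction. For RNA degradation, the score had r = 0.112 (rho = 0.140, permutation p = 0.73 and 0.67, r = 0.125 without the 2 arrays farthest from the median, upper limit of the size of r 0.644) with the difference of the 3' and 5' signals of sucrose synthase. For G-6-PDH (r = -0.235, rho = -0.399, permutation p = 0.46 and 0.20) that limit was 0.713. These r are over all 12 arrays, while the component lies within groups. The sucrose synthase difference was higher on every array of C. NK (4.29 to 4.51) than on those of C. LK (3.86 to 4.06) and Sp. NK (3.71 to 4.2). Such a shift can hide a relation within groups, so degradation is not excluded. The tables argue against the authors' scaling as the whole cause, because the component still held 27.1% after quantile normalization. The score did correlate with the array median over the 12 arrays (r = -0.81, rho = -0.741, permutation p = 0.0017 and 0.0079, adjusted p = 0.0051 and 0.024 over 3 relations, r = -0.624 without the 2 arrays farthest from the median). A difference between the 4 conditions gives no variation between arrays of one condition, so the test of the score between conditions (permutation p = 0.62) has no bearing on it, and no biological explanation was tested.

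The numbers of DEGs at the study thresholds were set beside those of the other splits of the same arrays. C. LK vs. C. NK had 2235 DEGs, and the highest of the other splits 3334, with 6 of 10 splits as large. In Sp. LK against C. LK there were 2922, and the highest other 3237, with 2 of 10 as large. In Sp. NK against C. NK there were 2066, and the highest other 2924, with 5 of 10 as large. The replicate numbers may pair these arrays, a hint picked from the data among all pairs of groups, which chance can also give. Of the 4 splits that part all 3 pairs, the real one had 2066 and the others 1945, 1724 and 1987, and with the replicate number as a block 21 probe sets passed the adjustment in the real one and 0, 0 and 1 in the others, which are too few for a share under 0.05. The counts above 2066 come from splits that part 1 pair. In Sp. LK against Sp. NK there were 1682, and the highest other 2448, with 9 of 10 as large. These splits did not keep a possible pairing of both sides of the split roots. The 10 splits of 3 arrays against 3 are too few for a share under 0.05. For the difference of the low-K response, 58 of 100 splits of the 12 arrays were as large as the real 2169, with 7080 as the highest other, and 65 of 100 that keep the replicate pairs of Sp. NK and C. NK parted, with 6352, so chance is not excluded. What lies behind the splits with several times the real count was not tested.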

How the results depend on the processing

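The settings marked added here were chosen only after the data had been seen. Signals under 32, which made up 30.5% to 33.9% of each array, lie near background. In simulated data of this size the adjusted test recovered 4 of 50 changes of 1.5-fold, 31 of 50 of 2-fold and 49 of 50 of 4-fold. Within 1.5 times their value stayed the counts of up- and down-regulated probe sets in 25 and 23 of 29 settings for C. LK vs. C. NK, 23 and 25 for Sp. LK against C. LK, and in 26 and 26 of 30 for Sp. NK against C. NK. The counts after adjustment stayed at 0 in 24 of 25, 18 of 25 and 24 of 26 settings, and in 25 of 25 for Sp. LK against Sp. NK. The fold changes of LOC543226 in C. LK and in Sp. LK, and of LOC543086 in Sp. LK kept their direction and their side of an unadjusted p of 0.05 in 19 of 19 settings, and that of the Fig. 4A probe set in Sp. NK in 20 of 20. The cause of the changes below was not tested, except that the brighter probe sets and the signal minimums test fewer probe sets.

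In the values below, overlap a is up in C. LK and down in Sp. LK, b is down in C. LK and up in Sp. LK, c is up in C. LK and up in Sp. NK, d is down in both of these and e is up on both split sides, and they stayed within 1.5 times their value in 21 and 22 of 29 and in 21, 26 and 24 of 30 settings. The offset of 32 gave 258 for overlap b and 143 for c. The brighter probe sets gave 345 and 307 (C. LK vs. C. NK), 855 and 457 (Sp. LK), 303 and 206 (Sp. NK), and overlaps a to e of 86, 176, 69, 20 and 56. Without the variance trend, 1 probe set passed the adjustment in Sp. NK, and overlap d was 249. A fit of pairs of groups gave 185 for overlap c. The replicate number as a block in the fit of all arrays gave 10 adjusted calls in Sp. LK against C. LK. Arrays of one number in these 2 groups had r of -0.08, -0.15 and 0.03. The methods' t-test gave 126, 191, 136 and 40 for overlaps a, b, c and e. The ANOVA first gave 513 and 548, 895 and 511, and 510 and 417.

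Of the added settings, the replicate number as a block in Sp. NK against C. NK alone gave 21 adjusted calls there and moved neither the up- and down-regulated counts there nor overlaps c, d and e by over 1.5 times, while probe sets down in C. LK and up in Sp. NK went from 4 to 9. The array score as a covariate gave 1150 probe sets up in Sp. LK. The first 1, 2 and 3 components gave 171, 460 and 684 adjusted calls in Sp. LK, and in 3, 8 and 11 of 20 simulations with no effect there were as many. These calls are given no weight, although the simulations treat noise private to a probe set as shared. Overlap a was then 321, 351 and 347, and e with 3 components 165. The minimum on the linear signal gave 92 and 53, 257 and 209, 138 and 33, and overlaps a to e of 29, 19, 6, 3 and 13. A mean log2 signal over 8 gave 92 and 51, 255 and 205, 137 and 32, and overlaps a to e of 29, 19, 6, 3 and 13. The t-test on linear signals gave 726 down in C. LK and overlaps b, c and e of 147, 99 and 37.

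Leaving out each array in turn gave 908 to 1789 down in C. LK (highest without C. LK replicate 3), 1182 to 2598 up in Sp. LK (lowest without Sp. LK replicate 2), 0 to 1 adjusted calls in C. LK (1 without C. NK replicate 2) and 0 to 9 in Sp. LK (9 without C. LK replicate 3, 1 without C. LK replicate 1 or Sp. NK replicate 2). Overlap a was 167 to 342 (without C. NK replicate 3), b 365 to 968 (without C. LK replicate 3) and c 245 to 532 (without C. NK replicate 1; 506 without C. NK replicate 3). The correlation of C. LK vs. C. NK with Sp. LK against Sp. NK was -0.213 to 0.0837 and changed sign without Sp. LK replicate 2 (0.0571) and Sp. NK replicate 3. The log2 fold change of the Fig. 4A probe set in Sp. NK against C. LK was 0.20 to 0.65 and passed an unadjusted p of 0.05 without C. LK replicate 1 alone (0.65). That of the other potassium transport probe set was -0.87 to -0.56 in Sp. LK, and it missed that p without C. LK replicate 1 (-0.72), 2 (-0.77) or 3 (-0.65) or Sp. LK replicate 1 (-0.71) or 3 (-0.56). In C. LK it was 0.52 to 0.96, and it missed it without C. LK replicate 1 (0.79) or 3 (0.73) or C. NK replicate 3 (0.52). That of LOC543086 in C. LK was 0.24 to 0.61, and it passed it without C. LK replicate 1 (0.50) or C. NK replicate 3 (0.61).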

Differences from the paper's values

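The settings described as chosen after seeing the values, the tally of the paper's items and the overlaps that the paper gives as empty were added after the results had been seen. At the paper's stated thresholds, C. LK vs. C. NK had 1127 up-regulated and 1108 down-regulated probe sets, of which 636 and 507 passed in that comparison alone, against the paper's 59 and 33, which the text gives as the genes of that comparison and Fig. 2A as its regions alone. Overlaps were 213 for up in C. LK and down in Sp. LK (the paper's 8), 302 for up in C. LK and up in Sp. NK (the paper's 7), 476 for down in C. LK and up in Sp. LK (the paper's 11), 156 for down in C. LK and down in Sp. NK (the paper's 2) and 108 for up on both split sides (the paper's 10). None of the alternatives set before the data were examined closed any of these 7 gaps. A minimum on the mean linear signal or a mean log2 signal over 8, both with the methods' t-test and both chosen after seeing the values, gave 57 and 31, or 57 and 29, in that comparison alone (92 and 53, or 92 and 51, in all) beside the paper's 59 and 33, and 6, 3 and 13 beside the paper's 7, 2 and 10, left 29 and 19 beside the paper's 8 and 11, and each dropped 12 of the 76 probe sets of Table S3 and 16 of the 76 calls read from Fig. 2B.

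The paper gives 4 overlaps as 0. They held 3 (up in C. LK and up in Sp. LK), 2 (up in C. LK and down in Sp. NK), 1 (down in C. LK and down in Sp. LK) and 4 (down in C. LK and up in Sp. NK). Probe sets that Fig. 2B names are among the 2 and the 4. In C. LK vs. C. NK and in Sp. NK against C. NK, that among the 2 had log2 fold changes of 1.11 and -0.76. That among the 4 had -1.61 and 0.98. Of the alternatives set before the data were examined, the first was 0 only without C. LK replicate 3, the third with the offset of 32, with the brighter probe sets, without C. LK replicate 3 and without C. NK replicate 3, and the last only without C. NK replicate 2, while the second was 0 under none. Others of these alternatives moved them up, the first to 6 without C. NK replicate 1, the second to 21 without Sp. NK replicate 3, the overlap of 1 to 7 without the variance trend, and the last to 19, 13 and 12 without C. LK replicate 3, C. LK replicate 1 and Sp. NK replicate 3. Both signal minimums, chosen after seeing the values, gave 0 for all 4, with the same 12 of 76 and 16 of 76 dropped.

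The error bars of the figures, named SD in their legends, are shorter than the SD computed here. In Fig. 5A the bar of LOC543226 in C. LK is about 110, read by eye, and the SD was 194.9 (standard error of the mean 112.5). In Fig. 4A the bar in Sp. NK is about 40, read by eye, and the SD was 71.2 (standard error of the mean 41.11). The mean signals match. In Fig. 6 the paper's lowest microarray log2 ratio is about -0.6, read by eye, and the lowest value here was -4.86 on the log2 scale, or -1.463 on the log10 scale, of a probe set with an array near background.

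Of the 76 calls in Table S3, 67 were called here in the stated direction, and of the 76 read from Fig. 2B, 71. The methods' t-test, set before the data were examined, called 76 of 76 in each, and the t-test on linear signals, chosen after seeing the values, 74 of 76 in each. The fit of pairs of groups called 73 and 75, the replicate block 72 and 72, the brighter probe sets 64 and 72, median centring 67 and 69, quantile normalization 65 and 69, the offset of 32 57 and 65, no variance trend 53 and 71, the ANOVA first 46 and 70, and, both chosen after seeing the values, 3 within-group components 73 and 72 and the replicate block in Sp. NK against C. NK alone 70 and 73. The 9 of Table S3 not called had the paper's direction: in Sp. LK, an iron probe set (-1.46), 2 of the mitochondrion (-0.65 and -0.62), a transcription factor (-0.68) and a kinase (-0.70), and in Sp. NK, an iron and mitochondrion probe set (0.62), an iron probe set (0.72), a transcription factor (0.94) and a vesicle probe set (0.77). The 5 of Fig. 2B had it too, with -0.66 and 0.60 in C. LK vs. C. NK, 0.76 in Sp. LK, and 0.72 and 0.76 in Sp. NK. Settings that left out 1 array each called some of these, with 54 to 64 of Table S3 and 63 to 72 of Fig. 2B in all. The paper calls the Fig. 4A probe set and LOC543086 higher in C. LK than in C. NK. Their log2 fold changes were 0.28 and 0.40 and did not pass, the former under no setting, while LOC543086 passed without C. NK replicate 3 (0.61).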

Other observations

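The 9 lists from the annotation, the set tests on them and the comparison of Sp. LK with C. NK were chosen only after the data had been seen. On the low-K side of the split roots, a probe set of the tubulin gene TUBA fell from 2642 ± 567 (SD, n = 3) in C. LK to 429 ± 325 (SD, n = 3) in Sp. LK at the study thresholds, a log2 fold change of -3.05 (standard error 0.94, adjusted p = 0.53 in limma). It was lower in 3 of 3 arrays, which the rule for named genes required. It is among the probe sets that varied most between replicate arrays, and the brighter probe set of TUBA had a log2 fold change of 0.04 and did not pass. LOC543368 fell as well, by 0.60 on the log2 scale. The avenin-like seed protein gene LOC780582 rose on both of its probe sets, with 423 ± 171 (SD, n = 3) in C. LK and 857 ± 132 (SD, n = 3) in Sp. LK on 1 of them and a log2 fold change of 1.08 on each. PsbO, a protein of photosystem II, rose from 90.9 ± 26.7 (SD, n = 3) to 173 ± 47.3 (SD, n = 3), and LOC543369 rose on both of its probe sets, by 1.57 on the log2 scale on 1 and from near background on the other. For 4 genes, 1 probe set passed at the study thresholds and the others did not: LOC543448 with -0.90 (other 1.72), LOC778410 with -0.60 (others -0.44, 0.03 and 0.14), LOC542799 with 1.54 (other 0.44) and LOC100037560 with 0.94 (others 0.41 and 0.62).

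On the normal-K side, LOC543444 and the gliadin gene LOC543211 fell against C. NK with a log2 fold change of -0.65 each at the study thresholds. Other probe sets did not pass with those that did for LOC543002 at -0.74 (others 0.10 and -0.08), LOC543023 at 1.24 (other -0.58), LOC780636 at 0.93 (others 0.74 and -0.46) and LOC606326 at 0.83 (other 0.28). Between both sides of the split roots, a probe set of rbcl (LOC100049018), which encodes the large subunit of Rubisco, was higher at low K, at 433 ± 47.9 (SD, n = 3) against 244 ± 97.4 (SD, n = 3), a log2 fold change of 0.89, but its 2 brightest probe sets had -0.20 and -0.30 and did not pass. That comparison had 984 probe sets up-regulated and 698 down-regulated at the study thresholds and 0 after adjustment in limma and with the methods' t-test, with 1912 at an unadjusted p under 0.05 in limma, where 3059 are expected by chance. Both sides may come from the same plants, and these counts treat their arrays as unpaired. Sp. LK against C. NK had 1348 and 797, and 0 after adjustment in limma, the tool run on it, with 2938 at an unadjusted p under 0.05.

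Of the 7 defence genes, 2 passed the study thresholds on the low-K side and 1 on the normal-K side. PR5, a thaumatin-like protein, rose from 371 ± 351 (SD, n = 3) in C. LK to 849.6 ± 379 (SD, n = 3) in Sp. LK, a log2 fold change of 2.12 (standard error 0.92) whose size rests in part on 1 C. LK array near background (21.79). The groups overlapped for PR5, with 1 C. LK array (724.1) above 1 Sp. LK array (414.3). The thionin gene THI1.1 made up the other calls with mean C. LK and C. NK signals under 32, near background, for which no size is given, and on the normal-K side 1 C. NK array (72.9) lay above all Sp. NK arrays (52.57 to 67.03), with an exact permutation p = 0.4. PR5 is also among the probe sets that varied between replicate arrays. Of 36 list tests with camera, 1 passed, that of the core histones, proteins of the nucleosome, on the low-K side, with a median log2 fold change of -0.31 (adjusted p = 0.039, and adjusted p = 0.98 with an estimated correlation), 5 of 5 members, taken as 1 probe set per gene, negative and 0 of 5 past the study thresholds. The members H2A-3, H2A-9, H2A-2, H2B-6 and H2B-8 had log2 fold changes of -0.42, -0.34, -0.11, -0.31 and -0.30, while another probe set of H2A-3 (LOC732713) had 0.25. The number of lists past the adjustment ranged from 0 to 4 over the other settings, and it was 0 without C. LK replicate 1, C. LK replicate 2, Sp. LK replicate 1, Sp. LK replicate 2 or Sp. NK replicate 1 and 2 without Sp. NK replicate 2, C. NK replicate 1 or C. NK replicate 3. At the study thresholds, 1 of 6 photosynthesis genes rose on the low-K side. Of 13 seed storage genes, 1 fell in C. LK vs. C. NK, 1 rose on the low-K side, and 1 rose and 1 fell on the normal-K side. Of 6 translation genes, 1 fell on the normal-K side. The lists of tubulins, dehydrins and LEA proteins, peroxide and glutathione enzymes, and ion transport and metal uptake had 0 members past the study thresholds on the 1 probe set per gene that the lists take, although other probe sets of TUBA, Rab15, CAT1, LOC606328 and LOC542984 passed in at least 1 comparison. These lists do not hold the probe sets of the potassium transport gene LOC543226 or of LOC542991, LOC542992 and LOC542993, listed under glutathione transferase, which did pass. The counts of 0 therefore do not cover all ion transport and glutathione genes.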
